# Early Developing Pig Embryos Mediate Their Own Environment in the Maternal Tract

**DOI:** 10.1371/journal.pone.0033625

**Published:** 2012-03-28

**Authors:** Carmen Almiñana, Paul R. Heath, Stephen Wilkinson, Jonatan Sanchez-Osorio, Cristina Cuello, Inmaculada Parrilla, Maria A. Gil, Jose L. Vazquez, Juan Maria Vazquez, Jordi Roca, Emilio A. Martinez, Alireza Fazeli

## Abstract

The maternal tract plays a critical role in the success of early embryonic development providing an optimal environment for establishment and maintenance of pregnancy. Preparation of this environment requires an intimate dialogue between the embryo and her mother. However, many intriguing aspects remain unknown in this unique communication system. To advance our understanding of the process by which a blastocyst is accepted by the endometrium and better address the clinical challenges of infertility and pregnancy failure, it is imperative to decipher this complex molecular dialogue. The objective of the present work is to define the local response of the maternal tract towards the embryo during the earliest stages of pregnancy. We used a novel in vivo experimental model that eliminated genetic variability and individual differences, followed by Affymetrix microarray to identify the signals involved in this embryo-maternal dialogue. Using laparoscopic insemination one oviduct of a sow was inseminated with spermatozoa and the contralateral oviduct was injected with diluent. This model allowed us to obtain samples from the oviduct and the tip of the uterine horn containing either embryos or oocytes from the same sow. Microarray analysis showed that most of the transcripts differentially expressed were down-regulated in the uterine horn in response to blastocysts when compared to oocytes. Many of the transcripts altered in response to the embryo in the uterine horn were related to the immune system. We used an *in silico* mathematical model to demonstrate the role of the embryo as a modulator of the immune system. This model revealed that relatively modest changes induced by the presence of the embryo could modulate the maternal immune response. These findings suggested that the presence of the embryo might regulate the immune system in the maternal tract to allow the refractory uterus to tolerate the embryo and support its development.

## Introduction

Despite many advances in assisted reproductive technologies (ART) in humans, to date the incidence of pregnancy failure remains high [1]. Pregnancy loss also affects livestock breeding and has economical implications for the livestock industry [2]. The high rate of pregnancy failure has been attributed mainly to asynchronous embryo development in the maternal tract and inappropriate communication between the mother and the developing embryo(s) [3], [4], [5]. In addition, with the recent emergence of the field of “Developmental Origins of Health and Disease” (DOHaD), it is becoming increasingly evident that a greater understanding of the milieu of the female reproductive tract and the potential effect that disturbances of this milieu may have on the offspring is needed [6].

The maternal tract hosts a crucial cross-talk between the mother and the embryo at a very early stage of life and it seems that this cross talk may have long term consequences which extend into adulthood [7], [8], [9], [10]. Hence, understanding the complex molecular dialogue between the maternal tract and the embryo is essential for solving infertility problems, reducing pregnancy loss and even identifying the factors that may influence the developmental potential of offspring into adulthood, in human and livestock.

The response of the endometrium towards the embryo(s) at very early stages of pregnancy is poorly understood. A number of genes and proteins have already been described to be activated in the endometrium when the embryo arrives in the maternal tract [5], [11]. It is apparent that precise recognition of the embryo in the maternal tract is critical for preparation of a suitable environment for implantation, embryonic development and pregnancy [12]. However, exactly when the oviduct and the uterus recognize the presence of embryo(s) and how the maternal tract alters its environment in response to embryo(s) is not completely understood.

In the past, it has been generally assumed that maternal-embryo communication and the environment of the womb are mainly controlled by the endocrine system [13], [14]. Many studies have compared genomic and proteomic profiles of pregnant and non-pregnant animals, pointing to major differences in transcriptional activities that are mainly under hormonal control (mouse: [10], [15]; bovine: [16], [17], [18]; pig [19], [20], [21]; human: [1], [22]). Paracrine and autocrine signals from the embryo and the maternal tract are also involved in this important process [23], [24], [25]. This complex network of signals is reflected in alteration of uterine transcriptome, leading to morphological, biochemical and also immunological changes in the uterine environment.

Little is known about the potential local signalling molecules involved in cell-to-cell interactions in embryo-maternal communication. In literature, only one study has provided evidence of transcriptional changes in the oviduct in response to the embryo that can be regarded as maternal tract responses to the local signals received from embryo and not related to the hormones released during pregnancy [10]. Technological, experimental and ethical issues make it very difficult to define a clear picture of the local maternal tract responses that are produced due to exactly local signalling by embryo(s) and its arrival in the female reproductive tract.

In the current investigation, we aimed to define the local response(s) of the maternal tract towards the embryo during the very earliest stages of pregnancy. We used a novel porcine *in vivo* experimental model in which each sow was subjected to laparoscopic insemination procedures. One oviduct was inseminated with spermatozoa and the contralateral oviduct was injected with diluent only. This allowed us to obtain samples from the oviduct and the tip of the uterine horn containing either embryos or oocytes. Using this model, the uterine transcriptomic profile in response to the embryo was directly compared to the transcriptomic profile of the uterine horn stimulated by oocytes from the same animal. This model minimized individual variability and allowed comparison of the local responses of the female reproductive tract towards oocyte and embryo under similar hormonal, nutritional, health and environmental conditions.

In addition, to gain more comprehensive understanding of the interactions between the female reproductive tract and the embryo we have used a computational model. Biologically based computational models are becoming crucial for a rigorous analysis of complex signalling networks in different research areas [26], [27]. These models provide us with a detailed insight into specific pathway dynamics. Maternal embryo communication has been described as a complex system in which a broad range of signals are exchanged between the mother and the embryo. To evaluate the full range of feedback signals and resulting effects in pregnancy is unfeasible without the help of analytical computational tools. No *in silico* models of the events in relation to maternal responses to embryo are available up to date. To extract the maximum amount of information from our experimental measures, we have used a published computational model of Toll-like receptor (TLR) 4 [28] based on the data obtained in our experiments together with the current biological knowledge of the TLR pathway. This approach helps us to understand the complex maternal-embryo interactions.

Here, we reported that the pig embryos at the blastocyst stage elicit a local response in the sow endometrium. Many of the genes altered in the uterine horn in response to the embryo were related to the immune system. This implied that the presence of the embryo in the maternal tract regulated local immune responses and potentially reduced the local activity of the innate immune system within the maternal tract at the site of implantation, preparing it for implantation to take place. Furthermore, *in silico* modelling results revealed that relatively modest changes induced by the presence of the embryo could modulate the maternal immune response. These findings suggested that the presence of the embryo might regulate the immune system in the maternal tract to allow the refractory uterus to tolerate the embryo and support its development.

## Materials and Methods

### Animals

Weaned crossbred sows from Landrace x Large White genetic line (from two to six parities) were selected to perform the experiments. Sows were housed individually in an environmentally controlled unit in a mechanically ventilated confinement facility under field conditions in a commercial pig farm. Sows were fed a commercial ration twice a day and water was provided ad libitum. All experiments were performed after obtaining ethical committee approval from the Ethical Committee for Experimentation with Animals of the University of Murcia, Spain (385/2008). All laparoscopic inseminations and surgeries were performed under anaesthesia, and all efforts were made to minimize suffering.

### Detection of oestrus and ovarian status

Oestrus detection was carried out once a day, 2 days after weaning, by exposing females to a mature boar and applying manual back-pressure. Females that showed a standing oestrus reflex were considered to be in heat and the ovaries were scanned. The ovaries were examined by transrectal ultrasonography (Pie Medical SC100 Scanner, Maastricht, The Netherlands) 12 h after the onset of oestrus and just before the insemination (36 h after onset of estrus) using a 7.5 MHz multiple scan angle transducer as described by Soede et al. [29], and modified by Bolarin and colleagues [30]. Only sows showing multiple pre-ovulatory follicles (diameter of antrum >6 mm) were selected for experiments. Inseminations were carried out within 2–3 h after the ultrasonography.

### Semen Collection and evaluation

Three sexually mature hybrid boars of proven fertility were selected for semen collection. The sperm-rich fraction of the ejaculates was collected using the gloved hand manual method. Pooled semen was extended in Beltsville Thawing solution (BTS; [31]) to 30×10^6^ spermatozoa/ml (Inseminate doses). After collection, seminal characteristics (total sperm numbers per ejaculate, subjective sperm motility, acrosome integrity and normal morphology) were evaluated using standard laboratory techniques [32]. Before laparoscopic insemination, insemination doses were diluted in BTS to 3×10^5^ spermatozoa/100 µl.

### Intraoviductal laparoscopic insemination

Laparoscopic inseminations were performed on sows sedated by azaperone administration (2 mg/kg body weight, i.m.). General anesthesia was induced with sodium thiopenthal (7 mg/kg body weight, i.v.) and maintained with isofluorane (3.5–5%). Each sow undergoing anesthetic procedures was placed in the supine position and a pneumoperitoneum was established. The abdominal cavity was insufflated with CO_2_ to 14 mmHg. Two accessory ports were placed in the right and left part of the hemi abdomen, which provided access for laparoscopic Duval forceps for manipulating the uterine horn and grasping the oviduct for the insemination, respectively. The oviduct was grasped with the Duval forceps in the fundibulum area close to the ampullar region. Then the sperm dose was injected above of the ampullar region in direction to isthmus (3×10^5^ spermatozoa/100 µl.). The procedure was then repeated in the contralateral oviduct but injecting only BTS-diluent without spermatozoa (100 µl BTS-diluent) (Figure 1). After both oviducts were injected, the trocars were removed and minor suturing was required. The procedure involved minor surgery, which was carried out in less than 15 minutes.

**Figure 1:**
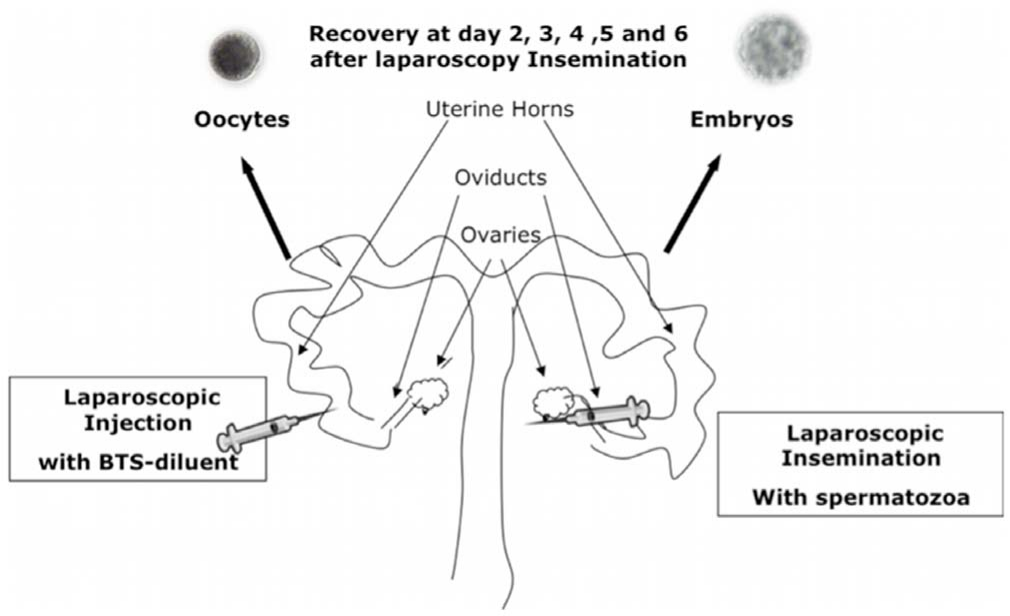
Schematic representation of the experimental design. Sows were subjected to laparoscopic surgery. While one oviduct was subjected to laparoscopic insemination with (3×10^5^ spermatozoa/100 µl) spermatozoa (inseminated side), the contralateral oviduct was injected with BTS-diluent containing no sperm (non inseminated side). Oviductal and uterine horn samples as well as flushings were collected from both horns at day 2, 3, 4, 5 and 6 after laparoscopy insemination by hysterectomy. The presence of embryos at different stages of pregnancy in one horn (inseminated side), and the existence of unfertilized oocytes in the other horn (non inseminated side) were verified by careful examination of flushings under a stereomicroscope.

### Samples collection, Embryo evaluation and RNA preparation

Uterine horn and oviduct tissue were collected from both sides of the reproductive tract in each animal by hysterectomy at day 2, 3, 4, 5 and 6 after laparoscopic inseminations. Donors were sedated by azaperone administration (2 mg/kg body weight, i.m). General anaesthesia was induced with sodium thiopental (7 mg/kg body weight, i.v) and maintained with isofluorane (3.5–5%). The reproductive tract was exposed via a mid-line incision and the corpora lutea were counted in both ovaries. Embryos (from inseminated side) and oocytes (from non-inseminated side) were collected by flushing each oviduct and uterine horn with Phosphate Buffered Saline medium (PBS, 30 ml). The presence of embryos in one side (insemination side), and the existence of unfertilized oocytes in the other side (non-inseminated side) were verified by careful examination of oviduct and uterine flushings under a stereomicroscope. Embryos were collected at different developmental stages and from different locations depending on the day of the recovery after laparoscopic insemination. At day 2, 2cells stage embryos were recovered from the oviduct; at day 3 to 4, 4cells stage embryos were recovered from the oviduct or the uterine horn or both; at day 5, morula stage embryos were recovered from the uterine horn and at day 6, blastocyst stage embryos were recovered from the uterine horn. In cases where insemination had failed, or embryos were not at the expected developmental stage for the given time point, the samples were discarded.

After evaluating embryos and oocytes in each oviduct and uterine horn and verifying that they are in the right stage of development, the reproductive tract was excised by hysterectomy operation and the uterine horn and the oviduct were opened longitudinally. Then, epithelial cells were isolated by scraping of the mucosal epithelial layer from the oviduct or the tip of the uterine horn (first 10–20 cm of the horn adjacent to utero-tubal junction) with a glass slide. Scraped cells from the uterine horn and oviductal samples were transferred immediately to Tri Reagent (Sigma, Sigma-Aldrich Co, Madrid, Spain), homogenised, snap-frozen in liquid nitrogen and stored at −80°C until further processing.

Total RNA was isolated using a standard procedure involving phenol:chloroform extraction followed by ethanol precipitation. The quantity (NanoDrop 1000 spectrophotometer) and the quality (Agilent 2100 Bioanalyser; Agilent Technologies) of the RNA samples were analysed. Only samples with satisfactory quality as indicated by the absence of degradation of the ribosomal RNA were used for microarrays and quantitative Real-Time Reverse Transcriptase-Polymerase Chain Reaction (qPCR). qPCR analyses. All samples used for the microarray experiment showed an RNA integrity number (RIN) between 7 and 9 by Bioanalyser.

### Microarrays Hybridization

Affymetrix Porcine Genome gene expression arrays (Affymetrix, Santa Clara, CA) were used in this study. Total RNA samples were prepared according to the Affymetrix Technical Manual (www.affymetrix.com). Briefly, 5 µg of total RNA was converted into cDNA using an oligo(dT) which also carries the binding site for T7 RNA polymerase. Superscript II (Affymetrix) was used to carry out this reaction. After first strand synthesis, residual RNA was degraded by addition of RNaseH and a double-stranded cDNA molecule was generated using DNA Polymerase I and DNA ligase. This double stranded molecule was used as a substrate for the T7 RNA polymerase to produce multiple copies of the cRNA using the Affymetrix IVT labelling system. The cRNA molecules produced incorporated biotin labelled ribonucleotides, which acted as a target for the subsequent detection of hybridization, using fluorescently labelled streptavidin. 13 µg of cRNA molecules were heat fragmented and injected to the Porcine GeneChips in a hybridization solution according to the Affymetrix protocol. Hybridization took place overnight in a rotating hybridization oven at 60 rpm, 45°C for 16 hours. The GeneChip arrays were washed using the Affymetrix Fluidics Station. After washing, the GeneChip arrays were scanned using Affymetrix GC3000 scanner. The resultant images were analysed using the Microarray Suite software version 5.1 (Affymetrix). At the detection level each probe set was designated as present, absent or marginal. Only present transcripts were considered expressed. Microarray experiments were carried out according to MIAME guidelines and the complete experimental data can be obtained online from the NCBI Gene Expression Omnibus (GEO) (http://www.ncbi.nlm.nih.gov/geo/) submission number GSE33262.

### Microarray Data and Bioinformatics analysis

Microarray data analysis was performed as described by Tsai et al. [33], for Affymetrix Porcine arrays. Probe intensity values were log2 transformed and normalized with Lowess normalization. Differential expression for all six arrays was determined by estimating the presence of the embryo (insemination effect) after fitting a linear mixed model using SAS and JMP/Genomics [34], as shown in [1].
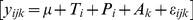
(1)For each probe set, *y* is the log2 transformed intensity of the *i* ^th^ treatment, j^th^ probe, and *k* ^th^ array. This model included a fixed effect for treatment (inseminated [presence of embryos in uterine horn] or non-inseminated [absence of embryos in uterine horn], *T*) and probe (*P*) and a random effect for array (*A*). In this equation, *μ* represents an overall mean value and ε is stochastic error. Least square means were estimated for the difference between treatments for each gene [difference of inseminated = (N—Y), where N represents non-inseminated and Y is inseminated] and p-values were adjusted with Bonferroni correction to control the error rate to >0.05.

Using Affymetrix Porcine Annotation in combination with Affymetrix Human annotation, differentially expressed transcripts from the microarray were annotated. Then, the Kyoto Encyclopaedia of Genes and Genomes (KEGG) database was used to categorize differentially expressed transcripts into different biological functions and pathways. The KEGG database contains general information on biological pathways and information on species-specific pathways [35]. A detailed description of KEGG PATHWAY database is accessible at [http://www.genome.jp/kegg/pathway.html]. When a porcine pathway was not found for a specific gene from our study, a human pathway was used instead. Data pathways from the differentially expressed transcripts were further reduced to obtain a biologically meaningful overview by organizing the transcripts into different categories and subcategories according to KEGG PATHWAY database hierarchy.

### Quantitative Real-Time Reverse Transcriptase Polymerase Chain reaction

Gene expression profiles derived from microarray analyses were confirmed using qPCR. The primers for each gene were designed, when possible, to span between adjacent exons. The primers used for qPCR are listed in Table 1. Amplified PCR products were sequenced with forward and reverse primers to verify the resulting product.

**Table 1:** Primers used for qPCR analysis.

Gene Symbol	Affymetrix Porcine Probe	Primer	Sequence	Product size (pb)
RDX	Ssc.21016.1.S1_at	Forward	5′ACACGATGAACATGATGAGA 3′	142
		Reverse	5′ACTTAATGCCTGGAGTTGCT 3′	
SLCO1A2	Ssc.16331.1.S1_at	Forward	5′GGAAGCTTTGAGATTGGAAA 3′	156
		Reverse	5′TTCATATCGGTTCATGAGGA 3′	
TICAM2	Ssc.2201.2.S1_at	Forward	5′ ACCTTCACAGCCTCCAAAAA 3′	141
		Reverse	5′ AGCACTGACTCGGTTCTCAC 3′	
β-actin	Reference gene	Forward	5′CCTCCCTGGAGAAGAGCTA 3′	152
		Reverse	5′CTTCATGATGGAGTTGAAGGT 3′	

Total RNA from the oviduct and the uterine horn samples (inseminated and non–inseminated) was treated three times with DNase I (DNA-free kit; Ambion.) to remove genomic DNA contamination from samples. First-strand cDNA synthesis was performed using High Capacity cDNA Reverse Transcription Kit (Appied Biosystems). Negative controls were prepared without inclusion of the enzyme (non-reverse transcription controls, RT controls). Reverse transcriptase PCR (RT-PCR) was performed according manufacturer instructions. To separate PCR products 10 µl of each sample was resolved on a 1.2% agarose gel and electrophoresis was performed with 1× TAE buffer and a voltage of 110 V for 40–50 min. The bands were visualized by using an ultraviolet transillumination, and digital images were obtained.

SYBR Green Jump Start (Sigma) master mix (containing 10 µl SYBR Green, 7 µl H2O, 1 µl of forward and reverse primers and 1 µl cDNA) was added to each well of PCR plate and amplification was performed under the following conditions: 40 cycles of 95° for 30 s, 55° for 1 min and 72° for 1 min. Samples without template and RT controls (without the addition of enzyme) for each primer set were included to identify contamination. Triplicate measurements for each group of samples were carried out. Quantitative PCR was performed using Mx3005P QPCR (Stratagene, Waldbronn, Germany). The quantification data were analyzed using MxPro QPCR software version 4.01. Quantitative PCR data were analyzed using the comparative CT method. Briefly, the difference in cycle times, ΔCT, was determined as the difference between the tested gene and the reference ß-actin. Then, ΔΔCT was obtained by finding the difference between groups [36]. The results were expressed as mean±SEM arbitrary gene expression values, normalized on the basis of β-actin expression. Statistical analysis was performed using analysis of variance (ANOVA); values were compared using the Bonferroni test (in SPSS, version 14.0 (SPSS Inc., Chicago, IL)). The threshold for significance was set at p<0.05.

### Mathematical modelling of the TLR4 signalling pathway using microarray data

The concerted effect of the transcriptional changes observed in this study has been systematically examined using mathematical modelling. In particular, a published model of TLR-4 signalling [28] was used onto which the microarray data were mapped. This is a generic model that simulates the cell response to stimulation by lipopolysaccharide (LPS) administration as measured by production of tumor necrosis factor (TNF). We fully acknowledge that the current state of development of published mathematical models falls far short of a comprehensive interpretation of global transcriptional data such as that collected in this study. The handful of mathematical models [26]–[28] that have been published are rather narrow in their focus, with only a subset of the signalling proteins, simplified kinetics and assumed parameter values. Nevertheless, we believe that this study contributes a small step towards closing the gap between theoretical modelling and experimental measurements, which is an essential aim of molecular systems biology over the coming years. Figure 2 shows a schematic diagram of the components of TLR4 pathway model from An and Faeder model [28]. In order to simulate the possible effect that the presence of the embryo might have on the immune response we first carried out a sensitivity analysis on the model. This sensitivity analysis showed how the abundance of each protein on the TLR-4 pathway influences the size of the immune response – in particular the peak concentration of TNF. Then sensitivity coefficient for each protein was calculated as the percentage change in peak height caused by a 1% increase in the concentration of that protein. Note that most proteins had a positive sensitivity - i.e. they had a positive effect on the immune response – but there were a few proteins that had negative sensitivities indicating that they had an inhibitory effect on the immune response.

**Figure 2:**
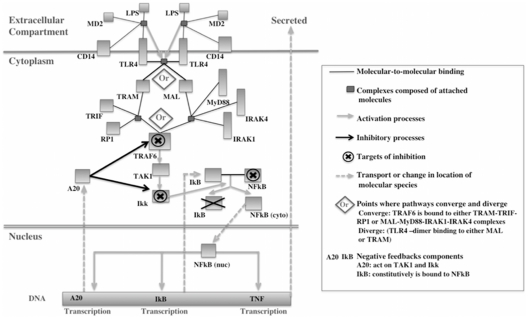
Schematic diagram of the components of TLR4 pathway model. This figure shows a schema of the components and interaction of the published TLR4 computational model from An and Faeder model [35].

Further model simulations were carried out assuming that the relative changes in the transcript levels from microarray data in the current investigation gave the same relative changes in the corresponding protein levels. The response of the uterine horn in the presence of the oocytes (non-inseminated) was considered as the base concentration (base = oocyte presence). In order to account for the high noise level in the transcript data we compared the base case (oocyte presence) to 3 scenarios of altered signalling levels in the presence of embryos in the uterine horn. These 3 scenarios represented the smallest, average and largest response that were possible given the variability of the data. This approach utilises the raw microarray data, which, for each animal, contains signals for one, or more probes that bind to the mRNA of each signalling protein in the TLR immune response pathway (see raw data in GEO submission number GSE33262).

To illustrate this approach consider the two Affymetrix probes: ‘Ssc.17204.1.S1_at’ and ‘Ssc.18913.1.S1_at’ that bind specifically to MAL - one of the signalling proteins in the TLR immune response pathway. Since three animals were used in this study there are a total of 6 measurements for the ratio of the inseminated to non-inseminated signal (i.e. 2 probes multiplied by 3 animals). These values are as follows: probe1/animal1 = 3D 0.959, probe1/animal2 = 3D 1.301, probe1/animal3 = 3D 0.848, probe2/animal1 = 3D 1.270, probe2/animal2 = 3D 0.7956, probe3/animal3 = 3D 1.511. It can be seen that there is considerable variability in this data -there are 3 ratios greater than unity and 3 less than unity with no obvious difference between probes or animals. 

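The signals behind these ratios come from the 6 arrays of the study, 1 for each uterine horn of the 3 sows, on a linear scale in arbitrary units. For the probe set that the array's annotation names MAL, the signal was 48.7, 33.9 and 77.5 in the horns with oocytes of sows 1, 2 and 3 and 46.7, 44.1 and 65.7 in the horns with embryos. For the other, which the annotation names LOC100738720, it was 7.40, 22.5 and 31.9 with oocytes and 9.40, 17.9 and 48.2 with embryos. Both probe sets differed more between sows than between the horns of a sow, and in each sow the ratio of one probe set lay above 1 and that of the other below 1. The 6 ratios of the deposited signals ranged from 0.796 to 1.51, with a geometric mean of 1.08 and an SD of 0.287. The paper's lowest ratio, 0.74, is not among the 6. On the log2 scale, after cyclic loess normalization, embryos differed from oocytes by 0.02 (standard error 0.32, unadjusted p = 0.948 from limma) for the MAL probe set and by 0.19 (standard error 0.74, unadjusted p = 0.807 from limma) for the other. In the current pig gene table MAL and LOC100738720 lie on the same chromosome with 0 protein-coding genes between them. TIRAP, the gene of the Toll-like receptor adaptor that is also called MAL, lies on another chromosome, is not named on the array and was not analysed here.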

As such, there is no statistically significant difference in expression level for this protein, but we were interested in exploring the effect of the maximum/minimum expression changes in the computational model.

For the model scenarios we used the minimum, maximum and geometric mean of these 6 values to compare the inseminated immune response with the non-inseminated response. MAL has an inhibitory effect on the immune response - i.e. the model response decreases with increasing MAL (negative sensitivity- see Table 2). We used the maximum of the 6 measurements (1.51) in the minimum response scenario; the minimum of these measurements (0.74) in the maximum response scenario; and the geometric mean of these measurements (1.08) in the average response scenario. This approach was adopted for all proteins present in the computational model which could be mapped to a gene in the microarray data.”

**Table 2:** Relative expression changes derived from the microarray data that were applied to TLR4 computational model.

Protein species	Base concentration^a^	Sensitivity	Relative expression in 3 scenarios^b^		
			*Minimum response*	*Maximum response*	*Average response*
CD14	10000	2.31E-04	3100 (0.31)	60700 (6.07)	11000 (1.10)
MD2	10000	1.87E-04	10100 (1.01)	11000 (1.10)	10600 (1.06)
TLR4	10000	1.76E-03	2600 (0.26)	32900 (3.29)	12000 (1.20)
TRAM	10000	1.19E-02	5200 (0.52)	10500 (1.05)	7800 (0.78)
MAL	10000	−1.16E-02	15100 (1.51)	7400 (0.74)	10800 (1.08)
TRIF	285	−3.40E-04	285 (1.00)	285 (1.00)	285 (1.00)
MyD88	285	9.09E-05	290.7 (1.02)	316.35 (1.11)	302.1 (1.06)
RP1	285	−3.41E-04	467.4 (1.64)	153.9 (0.54)	233.7 (0.82)
IRAK1	1100	3.08E-05	88 (0.08)	1793 (1.63)	704 (0.64)
IRAK4	285	6.23E-06	285 (1.00)	285 (1.00)	285 (1.00)
TRAF6	1100	4.74E-03	913 (0.83)	2882 (2.62)	1881 (1.71)
TAK1	10000	1.25E-01	6700 (0.67)	13400 (1.34)	9600 (0.96)
Ikk_Complex	10000	3.01E-01	6500 (0.65)	17300 (1.73)	9800 (0.98)
IkB-alpha	31.6	−1.45E-03	56.564 (1.79)	24.016 (0.76)	31.916 (1.01)
NFkB	31.6	3.24E-03	4.108 (0.13)	173.8 (5.50)	46.768 (1.48)
IRAK4_MyD88	812	1.01E-04	828.24 (1.02)	901.32 (1.11)	860.72 (1.06)
RP1_TRIF	812	−2.22E-03	1331.68 (1.64)	438.48 (0.54)	665.84 (0.82)
IkB_NFkB	9970	4.60E-01	997 (0.10)	98204.5 (9.85)	14855.3 (1.49)
IRAK1_IRAK4_MyD88	8900	5.13E-04	712 (0.08)	14507 (1.63)	5696 (0.64)
RP1_TRIF_TRAF6	8900	1.50E-02	4005 (0.45)	38270 (4.30)	12460 (1.40)

a Data expression shows the response of the uterine horn in the presence of the oocytes as the base concentration (Molecules per cell).

b Relative expression in 3 scenarios (smallest, average and largest response) of altered signalling protein levels in the presence of embryos in the uterine horn.

For each transcript of interest, the maximum and minimum expression change across all 3 animals and across all of the probes binding to the corresponding transcript were used in the analysis. Which of these expression levels we used for the maximum and minimum response scenarios depended on the sign of the sensitivity of the response of each signalling protein. If the response showed a positive sensitivity then the maximum expression change was used in the maximum response scenario but if the sensitivity was negative, then the minimum expression change was used in this scenario. Similarly, the minimum response scenario was assembled from the minimum expression changes for those exhibiting positive sensitivities and the maximum expression changes for those with negative sensitivities.

Finally, as well as estimating the expression levels of single proteins from the data (as discussed above), we also had to estimate the expression levels of those protein complexes that had non-zero initial concentrations in the An and Faeder model [28] (e.g. IRAK4_MyD88 which represents the hetero-dimer formed by IRAK4 bound to MyD88). Clearly, the microarray data only provided expression levels for individual proteins rather than complexes. This problem was overcome by multiplying the relevant expression levels of the constituent protein species. This was reasonable since it assumed an equilibrium between the dimer and the two constituent proteins that comprise it.

### Experimental design

We hypothesized that the presence of the embryo at different stages of development elicits a local response in the oviduct and/or uterine horn that is only present in the oviduct or the horn that contains the embryo and is absent in the horn that contains oocyte. To test our hypothesis a novel experimental model design was used. Each sow was subjected to laparoscopic insemination. While one oviduct was inseminated with spermatozoa (inseminated side, presence of embryos) the contralateral oviduct was injected only with diluent (BTS) (non-inseminated side, presence of oocytes). Figure 1 provides a schematic overview of the experimental model employed.

Microarray and qPCR were used to analyze gene expression of the oviduct and the uterine horn containing embryos at different embryo developmental stage and oocytes. For this purpose, different experiments were designed.

#### Does the blastocyst induce a local response in the uterine horn?

We compared the gene expression profile of the uterine horn containing embryos to that of oocytes using microarray technology. We hypothesised that if blastocysts induce a local response in the uterine horn, the gene expression profiles of the uterine horn containing embryos would be different from that containing oocytes in each individual sow. Uterine horn samples containing embryos at the blastocyst stage and their contralateral uterine horn containing oocytes from individual sows were used. Three biological replicates were performed (n = 3 sows) and a total of 6 arrays were used for microarrays study (3 arrays for uterine horn samples containing embryos (inseminated-side) and 3 arrays for samples containing oocytes (non-inseminated side)).

After performing microarray experiments and bioinformatic data analysis, three transcripts were selected to validate the results: RDX (radixin; Affymetrix probe Ssc.21016.1.S1_at; G = Ssc.21016), SLCO1A2 (solute carrier organic anion transporter family, member 1A2; Affymetrix probe Ssc.16331.1.S1_at, AF403248.1) and TICAM2 (TIR domain- containing adapter molecule 2; Affymetrix probe Ssc.2201.2.S1_at; BX670675). Recent studies have shown the expression of these genes in the uterus and the placenta during implantation and late pregnancy. These evidences lead us to select these genes in our study [37]–[42]. For this experiment, 3 biological replicates (n = 3 sows containing embryos at blastocyst stage) and 3 technical replicates were performed.

#### Spatio-temporal analysis of mRNA levels of a selected transcript: Does the embryo developmental stage affect the local response of the oviduct and uterine horn?

Based on the microarrays results one specific transcript, TICAM2, was selected for the spatio-temporal study. Up to now little is known about the role of TICAM2 in the very early stages of pregnancy. The mRNA levels of TICAM2 were analyzed using qPCR from the oviducts and the uterine horns containing embryos at different stages of development (2cells, 4cells, morula and blastocyst). For this experiment, 2–3 biological replicates (3 sows per 2 cells stage; 2 sows for 4 cells in the oviduct; 3 sows for 4 cells in the uterine horn; 2 sows for morula stage and 3 sows for blastocyst stage) and 3 technical replicates were performed.

#### Does the embryo induce a local regulation of the immune system in the uterine horn?

A mathematical model based on a published model of TLR-4 signalling was mapped onto the microarray data to evaluate the potential effect of the presence of the blastocyst on the regulation of a key pathway for innate immunity in the uterine horn.

## Results

### The blastocyst induced a local response in the uterine horn compared to oocyte

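On day 6 after laparoscopic insemination of 1 oviduct, epithelial cells were scraped from both uterine horns of 3 sows, 1 horn holding blastocysts and the opposite horn holding oocytes. RNA from each horn was hybridized to its own Affymetrix porcine array, which gave 3 arrays with embryos and 3 with oocytes. The scraped part is the first 10 to 20 cm of the horn in the methods and the first 10 cm in the sample labels. The values used here are the signals that the authors deposited for 24123 probe sets, made with Microarray Suite 5.1 (MAS5) on a linear scale in arbitrary units. Every array had been scaled to the same mean after its highest and lowest 2% were left out, and the Lowess step of the methods is not in these values. The median signal was 35.5, 32.1 and 32.3 with oocytes and 35.8, 30.6 and 33.2 with embryos in sows 1, 2 and 3, and 25.4% to 29.0% of the signals of an array lay under 10. The signals were put on a log2 scale with a floor of 0.1 and normalized between arrays by cyclic loess. The 23999 probe sets left after removing 124 control probe sets were tested with limma for the difference between the groups, with Benjamini-Hochberg adjustment, and a positive log2 fold change means higher with embryos. Directions within a sow are those of the normalized values, while signals and their ratios are as deposited. The mixed model of the paper was fitted to single probes, which are not used here. A fit with the sow as a block is given beside the counts and many of the genes.
The array carries control probe sets at the 5' and 3' ends of the GAPDH and actin transcripts, whose 5'/3' ratio falls when RNA is degraded or copied incompletely. The GAPDH ratio was 0.355, 0.200 and 0.226 in the horns with oocytes of sows 1, 2 and 3, against 0.243, 0.130 and 0.199 in the horns with embryos, so that it was lower with embryos in all 3 sows.

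**Figure D1:**
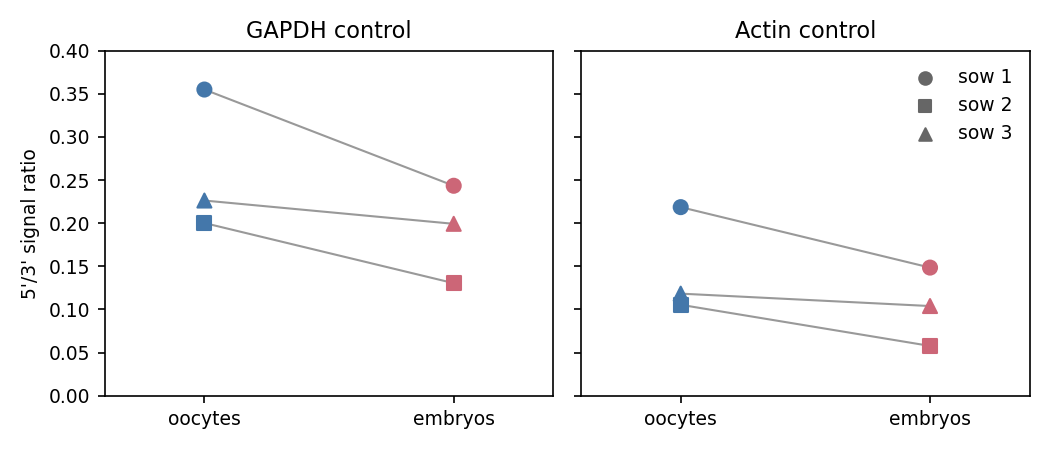
Ratio of the 5' to the 3' control signal for GAPDH (left) and actin (right), plotted for the horns with oocytes and with embryos. Each point is 1 array and each line joins the horns of 1 sow, and both ratios are lower with embryos in all 3 sows, with actin between 0.0577 and 0.219.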

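Of the 210 probe sets that the study lists as altered in Dataset S1, 207 (98.6%) were lower with embryos than with oocytes by their normalized values, and 195 were lower in each of the 3 sows. Their median log2 fold change was -0.40, with quartiles of -0.55 and -0.29 and a range from -1.08 to 1.18. PICALM, which assembles clathrin coats, had a signal of 143 ± 28.8 (SD, n = 3 sows) with oocytes and 83.7 ± 8.72 with embryos. Its log2 fold change was -0.76 (standard error 0.20, unadjusted p = 0.00439 from limma). SENP6, a protease that removes SUMO, had 66.7 ± 5.83 with oocytes and 42.8 ± 4.88 with embryos, and GPR183, an oxysterol receptor of immune cells, had 601 ± 63.6 and 455 ± 46.9. Brighter unlisted probe sets of PICALM, SENP6 and GPR183, looked at after the listed ones, lay at -0.11, -0.12 and 0.02. The study chose the 210 probe sets on the same 6 arrays, so their shared direction is not independent evidence of a decrease.
Over all 23999 probe sets, 0 passed an adjusted p of 0.05 with limma (smallest adjusted p = 1.00) and 0 passed a Bonferroni correction. At an unadjusted p under 0.05 there were 692, of which 311 were higher and 381 lower with embryos, where simulated arrays gave 318 (1.34%) among unchanged probe sets with this fit. With the sow as a block, 0 passed as well (smallest adjusted p = 0.0810) and 2088 had an unadjusted p under 0.05, 901 higher and 1187 lower, where the simulated arrays gave 1327 (5.58%). Of the 210 probe sets of Dataset S1, 42 had an unadjusted p under 0.05 (172 with the block), and adjusted over the list alone 0 passed without the block and 164 with it. The 42 became 15 without oocytes of sow 1, 25 without oocytes of sow 3, 17 without embryos of sow 2 and 107 without embryos of sow 1, and the median log2 fold change became -0.26 without oocytes of sow 1 and -0.25 without embryos of sow 2. The tests of the whole set are also on the arrays it was chosen on. Against the rest of the array camera gave a p of 1.73e-42 at a preset correlation of 0.01 and 0.0701 at an estimated one (0.0134 with the sow as a block). Against no change fry gave 0.116 (0.00445 with the block). The probe sets of Dataset S1 were bright, with a median log2 signal of 7.10 against 4.93 for the array. The log2 5'/3' ratio of the controls moved with them, at -2.41 (SD 0.50, n = 3) with oocytes and -2.91 (SD 0.57, n = 3) with embryos (two-sided exact permutation test, p = 0.4, where 3 against 3 cannot give less than 0.1). With that ratio as a covariate, an alternative chosen after seeing the data, 80% of the 210 were lower, with a median of -0.15. That fit leaves out the sow. With the sow in it as well, also chosen after seeing the data and with 1 residual degree of freedom, 88.1% were lower with a median of -0.33, and 1 probe set, without a gene symbol and not in Dataset S1, passed over the whole array (adjusted p = 0.0124).

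**Figure D2:**
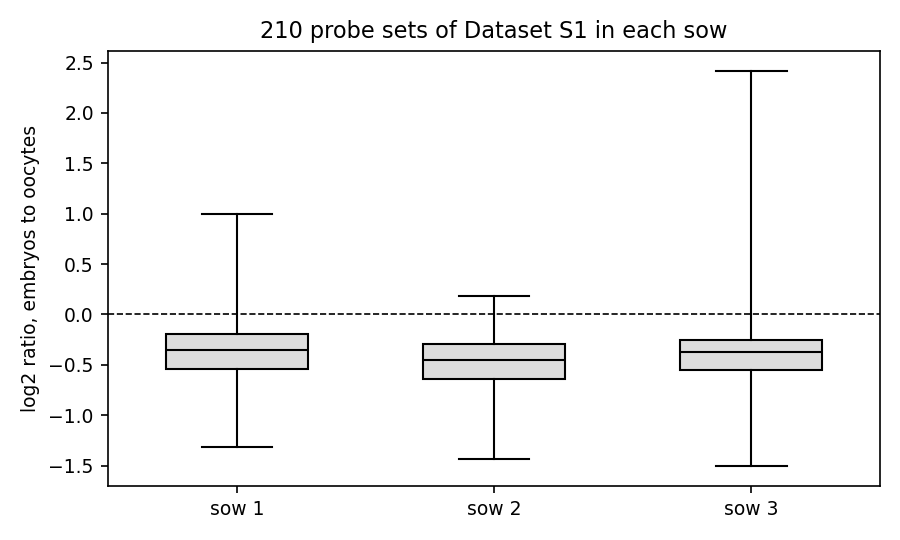
Log2 ratio of the normalized signal with embryos to that with oocytes for the 210 probe sets of Dataset S1 in each sow. Boxes span the quartiles, the line is the median and the whiskers reach the lowest and highest value, and the 3 medians lie at -0.35, -0.45 and -0.37.

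**Figure D3:**
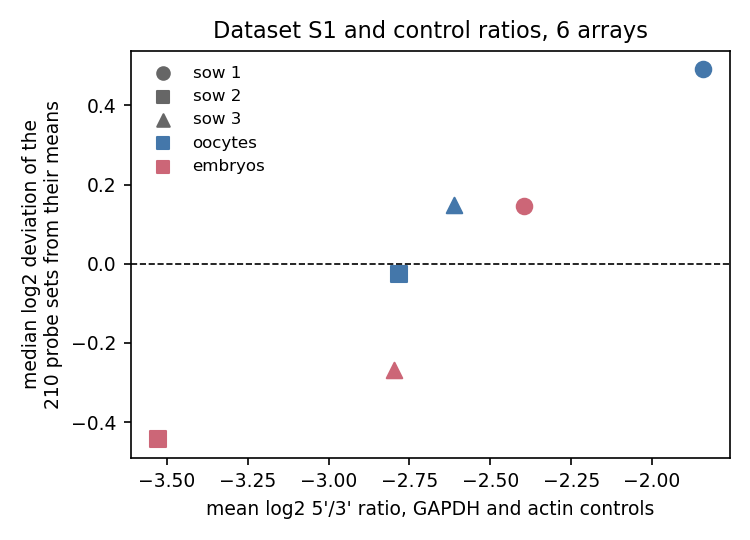
Median deviation of the 210 probe sets of Dataset S1 from their own means (log2, y axis) against the mean log2 5'/3' ratio of the GAPDH and actin controls (x axis) on the 6 arrays. Colours mark oocytes and embryos and symbols the sow, and in each sow the array with embryos lies below and to the left of the array with oocytes.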

Microarray analysis revealed that around 1% of transcripts (210 out of 24123 probes from Affymetrix Porcine Chip) were consistently altered (P-value<0.05) in the uterine horn in the presence of embryos at the blastocyst stage compared to the presence of oocytes. 

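Lower with embryos, among the 10 such genes with the smallest unadjusted p, were FNBP4, a formin-binding protein (signal 92.2 ± 16.7, SD, n = 3 sows, with oocytes and 48.8 ± 4.99 with embryos), DGAT1, which makes triacylglycerol (52.6 ± 6.33 and 28.4 ± 4.26), and TFRC, the transferrin receptor (62.4 ± 30.5 and 28.8 ± 5.04). CCDC186 (log2 fold change -0.95), FAM133B (-0.60), PICALM, SENP6, GPR183, RDX and SLCO1A2 complete this group, and 5 of the 10 are in Dataset S1. Higher with embryos were SCPEP1, a serine carboxypeptidase (42.6 ± 10.8 and 82.8 ± 7.68), EGR1, an immediate early transcription factor (367 ± 84.4 and 599 ± 39.1), and TAC3, the neurokinin B precursor (28.2 ± 6.70 and 51.0 ± 9.86). PPRC1 (log2 fold change 0.77), NUDT5 (0.42), SEPT7 (0.45), ST14 (0.45), CNIH1 (0.36), GNG10 (0.35) and a second probe set of RDX complete that group, and 0 of the 10 are in Dataset S1. The rule that picked them asks for the same direction in all 3 sows, and none passed the adjusted threshold with limma. Their unadjusted p ran from 0.00153 to 0.0144 for the lower genes and from 0.00349 to 0.0234 for the higher ones.
Over the whole array 3561 probe sets (14.8%) were lower in all 3 sows and 3573 (14.9%) were higher in all 3, where chance gives 12.5% each way. Within Dataset S1 the 2 probe sets listed as higher also lay above 0, BNC2 at 1.18 (signal 2.03 and 4.37, close to the floor) and a probe set without gene symbol at 0.21 (886 and 1028). Of the genes in Dataset S1 with 1 symbol, 94 have another, unlisted probe set of above-median signal, 130 probe sets in all. Of these 79 were lower and 51 higher, with a median log2 fold change of -0.04, while the listed probe sets of the same genes had a median of -0.40 and the middle 95% of random sets matched on signal ran from -0.02 to 0.03. A total of 35 were lower in all 3 sows and 14 higher in all 3. SEPT7, VDAC1 and ALDH1A1, picked from these after their values were seen, have a listed probe set that was lower (-0.44, -0.36 and -0.36) and another that was higher in each sow (0.45, 0.13 and 0.14). The log2 5'/3' ratio of the control transcripts differed by -0.55, -0.74 and -0.19 between the horns of sows 1, 2 and 3.

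**Figure D4:**
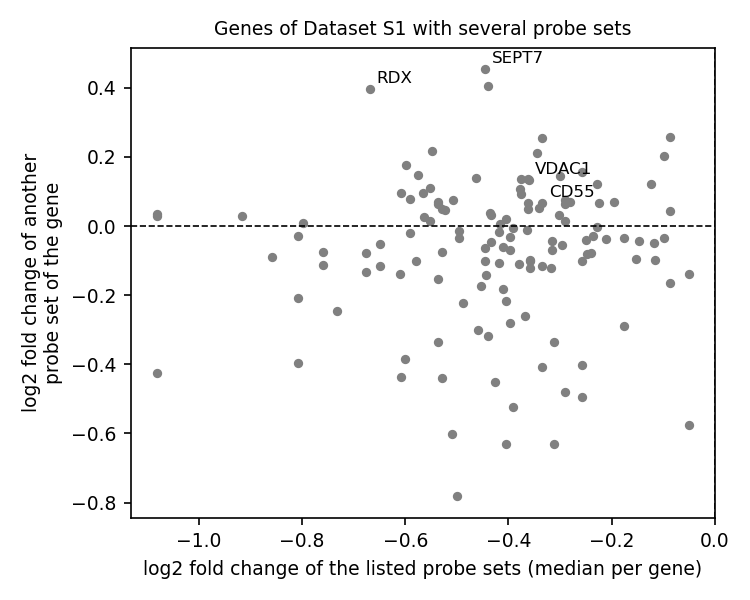
Log2 fold change of each unlisted probe set of above-median signal (y axis) against the median log2 fold change of the listed probe sets of the same gene (x axis), for genes of Dataset S1 with 1 symbol. Each point is 1 of 130 unlisted probe sets, and 51 of them lie above 0.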

Most of the transcripts were down-regulated (208) and only 2 transcripts were up-regulated when the blastocyst was present in the uterine horn. Figure 3 provides a visualization of the significant changes in transcript expression values between the two groups of samples. A complete list of transcripts (genes and ESTs) altered in the uterine horn samples in the presence of blastocysts compared to oocytes is presented in Dataset S1.

**Figure 3:**
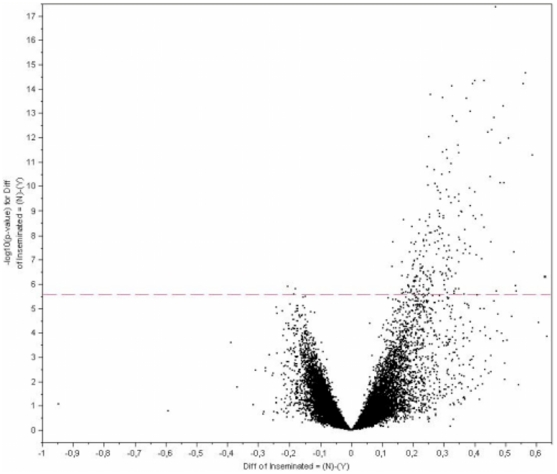
Mapping of differentially expressed genes onto Volcano plot. A Volcano plot depicting significant changes in gene expression between uterine horn in the presence of the blastocyst (Inseminated side) and uterine horn in the presence of oocytes (Non inseminated side). Each of the 23,124-oligonucleotide probes is plotted and probes showing significant differences in gene expression (210 probes, p<0.05) are above the red broken line.

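RDX (radixin), which links actin to the plasma membrane, had a signal of 518 ± 99.8 (SD, n = 3 sows) with oocytes and 326 ± 55.3 with embryos at the probe set of Table 1, a log2 fold change of -0.67 (standard error 0.19). SLCO1A2, an organic anion transporter, had 128 ± 27.3 and 78.5 ± 20.4 at its probe set of Table 1, a log2 fold change of -0.73 (standard error 0.23). TICAM2, an adaptor of Toll-like receptor signalling, had 299 ± 75.0 and 232 ± 48.7 at its probe set of Table 1, a log2 fold change of -0.36 (standard error 0.23). All 3 were lower with embryos in each sow. The ratio of embryos to oocytes in sows 1, 2 and 3 was 0.632, 0.530 and 0.750 for RDX, 0.626, 0.539 and 0.658 for SLCO1A2, and 0.738, 0.802 and 0.811 for TICAM2.
With limma the unadjusted p was 0.00799 for RDX, 0.0129 for SLCO1A2 and 0.162 for TICAM2, and the p adjusted over all probe sets was 1.00 for each. Adjusted over the list alone, the p was 0.0194 for RDX, 0.0194 for SLCO1A2 and 0.162 for TICAM2, which with the sow as a block became 0.00218. The study chose these 3 transcripts on the same arrays, so this is not independent evidence. RDX and SLCO1A2 did not pass over the list alone without the variance trend (0.0560), without oocytes of sow 1 (0.0723), without embryos of sow 2 (0.0737) or without embryos of sow 3 (0.0561), and TICAM2 passed without oocytes of sow 2 (0.0420). Over all settings this p ran from 0.000219 to 0.257 for RDX, highest with the covariate and the sow below. The log2 fold change of TICAM2 was -0.16 without oocytes of sow 1, -0.18 without embryos of sow 2 and -0.55 without oocytes of sow 2. The log2 fold change was -0.45 for RDX, -0.44 for SLCO1A2 and -0.04 for TICAM2 with the log2 5'/3' ratio of the control transcripts as a covariate, chosen after seeing the data, and -0.22, -0.51 and -0.31 with the sow in that fit as well.
Other probe sets of these genes did not all move the same way. The second RDX probe set had 407 ± 54.8 with oocytes and 534 ± 38.1 with embryos, a log2 fold change of 0.40 (standard error 0.13, unadjusted p = 0.0133 from limma), with ratios of 1.34, 1.19 and 1.44 in the 3 sows. The other SLCO1A2 probe sets were dim, at 19.0 and 15.1 for one and 9.37 and 5.17 for the other. The array's annotation gives the TICAM2 probe set of Table 1 to TMED7, a cargo receptor of the early secretory pathway that neighbours TICAM2 with 0 protein-coding genes between them. The probe set it gives to TICAM2 was dim, at 16.2 ± 3.64 with oocytes and 18.8 ± 10.7 with embryos (log2 fold change 0.03, standard error 0.52). The other TMED7 probe sets had 18.0 and 13.4, 518 and 477, and 570.1 and 515, with log2 fold changes of -0.51, -0.12 and -0.10. ACTB, the reference of the qPCR, had 4122 ± 734 with oocytes and 3421 ± 1173 with embryos at its brighter probe set (log2 fold change -0.30, standard error 0.24, unadjusted p = 0.247 from limma and 0.00827 with the sow as a block) and 232 ± 115 and 369 ± 85.3 at its dimmer one (0.77, standard error 0.34, unadjusted p = 0.0504 from limma and 0.00177 with the block). The 5'/3' ratio of the EF1a control was 1.27, 1.14 and 1.14 with oocytes and 1.12, 0.871 and 1.10 with embryos in the same sows.

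**Figure D5:**
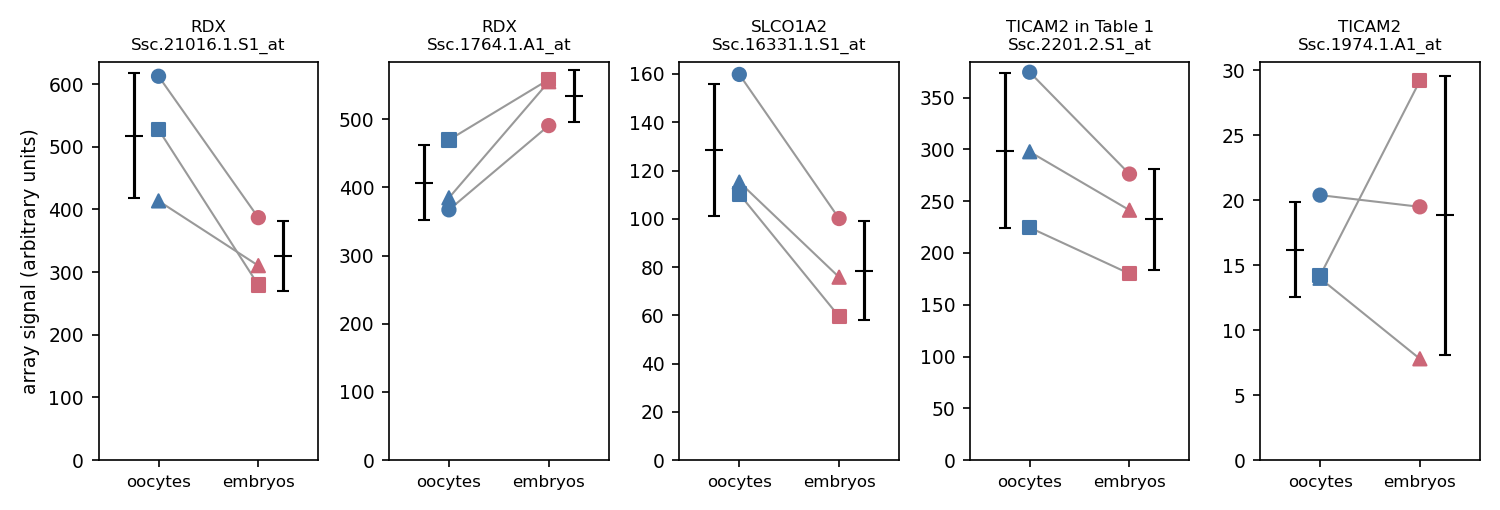
Array signal (y axis, arbitrary units, from 0) with oocytes and with embryos for 5 probe sets: the Table 1 probe sets of RDX, SLCO1A2 and TICAM2, the second RDX probe set and the probe set annotated to TICAM2. Each symbol is 1 sow, lines join its horns, and the black bars give the mean ± SD of 3 sows, with the second RDX probe set higher with embryos in all 3.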

Significant differences observed in the gene expression of RDX, SLCO1A2 and TICAM2 using microarray data analysis were validated by qPCR. The presence of blastocysts in the uterine horn resulted in significant decreases (P<0.05) in the gene expression values of RDX, SLCO1A2 and TICAM2 transcripts when compared to the existence of oocytes in the uterine horn (Figure 4). The qPCR analysis clearly confirmed the microarray findings.

**Figure 4:**
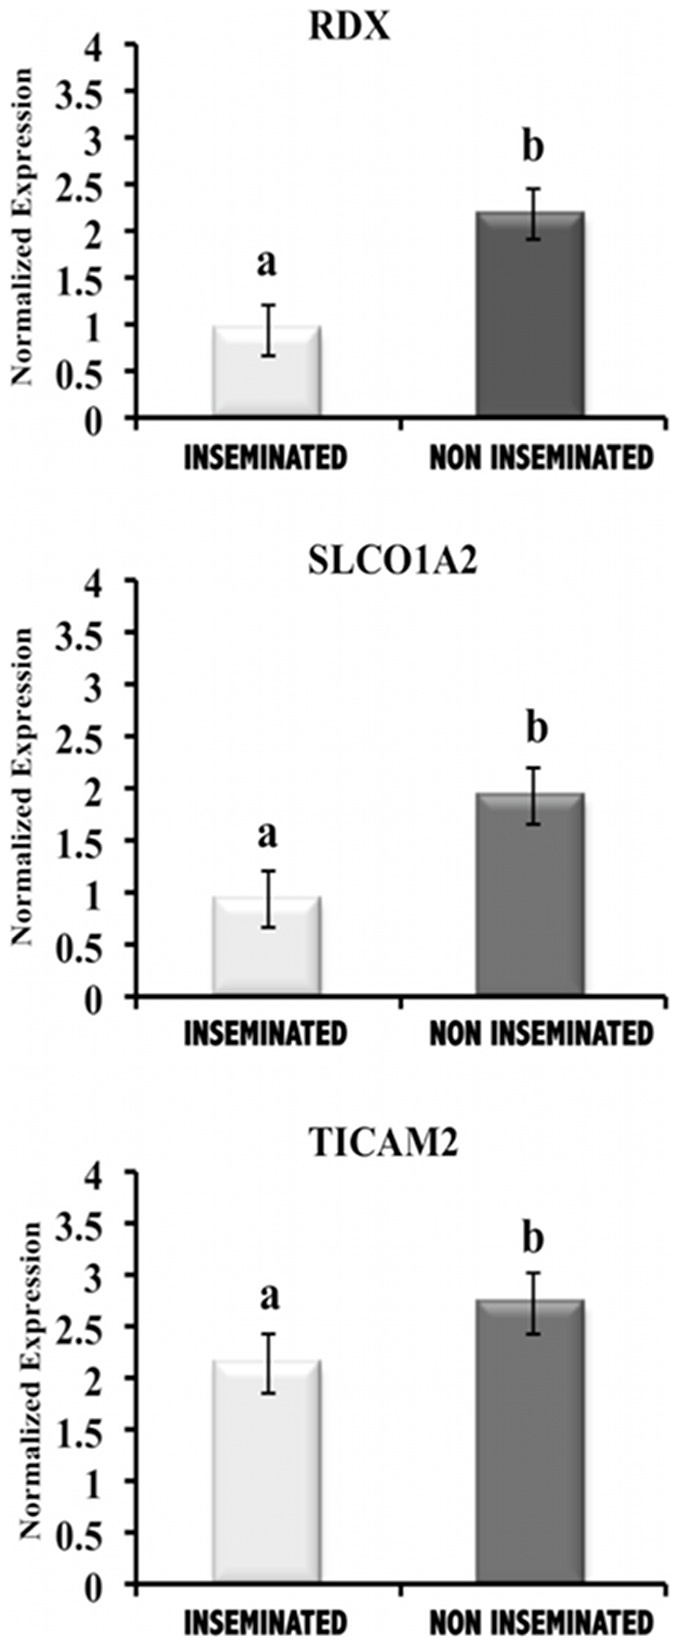
Validation of the microarray results by qPCR analysis. RDX (radixin), SLCO1A2 (solute carrier organic anion transporter family member 1A2) and TICAM2 (TIR domain- containing adapter molecule 2) expression values (normalized based on ß–actin expression values) in uterine horn samples in the presence of embryos at the blastocyst stage (Inseminated) compared to the presence of oocytes (Non Inseminated). The expression of all transcripts in the uterine horn in the presence of blastocyst was significantly different from that of oocyte in the uterine horn (P<0.05).

### Altered transcripts function and biological pathways identification

From 210 transcripts undergoing changes in the presence of blastocyst compared to oocytes, 84 transcripts (40%) were genes and ESTs with known biological function in the KEGG database. These 84 transcripts were found to be active in a total of 99 pathways, since one transcript may be involved in more that than one pathway. For example we found that the focal adhesion pathway displayed 7 transcripts that were differentially expressed in our study. However, most of the transcripts were involved in only a single pathway. 

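The 7 focal adhesion transcripts were ROCK1, a serine/threonine kinase, PPP1R12A and PPP1CC, subunits of myosin phosphatase, RAP1A, a small GTPase of integrin activation, CAV2, a caveolin, ARHGAP5, a GTPase-activating protein, and MAPK9, a JNK kinase. All 7 were lower with embryos by their mean, with a median log2 fold change of -0.42 and a range from -0.70 to -0.30. Each was lower in all 3 sows except ARHGAP5, which was lower in 2. RAP1A had the lowest log2 fold change but was dim, with a signal of 40.5 ± 15.8 (SD, n = 3 sows) with oocytes and 26.3 ± 14.8 with embryos. PPP1CC had 324 ± 85.6 and 220.1 ± 58.5 (log2 fold change -0.56, standard error 0.26, unadjusted p = 0.0599 from limma). With limma 0 of the 7 passed over all probe sets, 0 had an unadjusted p under 0.05 (6 with the sow as a block), and 0 passed when adjusted over the list alone (smallest 0.220, against 6 with the block, smallest 0.000844). The study chose them on these arrays, so their count is not independent evidence.
Another PPP1CC probe set, looked at after the listed one, had 1297 and 1314. CAV2 and ARHGAP5 lay at 0.24 and 0.01 with the log2 5'/3' ratio of the control transcripts as a covariate, chosen after seeing the data, and at -0.29 and -0.66 with the sow in that fit as well. In the fit with the sow MAPK9 lay at 0.01 and PPP1R12A at -0.03. ROCK1, RAP1A and PPP1CC lay at -0.13, -0.90 and -0.32 there.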

More information regarding the number of transcripts involved in each pathway can be found in Dataset S2.

Data pathways from the differentially expressed transcripts were further reduced to obtain a biologically meaningful overview by organizing the transcripts into different categories and subcategories according to KEGG PATHWAY database hierarchy. The proportions of the differentially expressed transcripts were organized into the 4 major categories (first level) and different subcategories (39) (second level) by KEGG are shown in Figure 5. 

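Dataset S1 carries a probe set for all 20 genes of Table 3, and all 20 were lower with embryos, 19 of them in all 3 sows, with a median log2 fold change of -0.37. In signal transduction 9 of 9 were lower (median -0.38), among them the calcineurin subunit PPP3CB (signal 82.0 ± 13.5, SD, n = 3 sows, with oocytes and 56.1 ± 18.3 with embryos), the mitochondrial channel VDAC1 (488 ± 95.3 and 377 ± 37.0) and the Wnt inhibitor WIF1 (535 ± 273 and 416 ± 165). In cell communication 10 of 10 were lower (median -0.46), led by the Src family kinase YES1 at -1.02 (109 ± 37.0 and 54.8 ± 22.4). The connexin GJA1 was at -0.50 (standard error 0.47, and 0.16 with the sow as a block). The claudin CLDN10 was at -0.28 (standard error 0.57, and 0.093 with the block). Both were lower in all 3 sows. In the immune system 11 of 11 were lower, among them the complement regulator CD55 (193 ± 41.7 and 152 ± 24.3) and the scaffold protein ERBB2IP (113 ± 5.89 and 90.2 ± 11.6). Unlisted probe sets of VDAC1, PPP3CB, GJA1, PPP1R12A, ARPC1A and CD55 with a higher mean log2 signal, looked at after the listed ones, lay at 0.13, 0.08, 0.11, -0.03, 0.03 and 0.07. The study chose the 20 on the same arrays, so the count is not independent evidence of a decrease.
With limma 0 of the 20 passed over all probe sets, 3 had an unadjusted p under 0.05, among them YES1 (0.0137) and PPP3CB (0.0446), and 0 passed when adjusted over the list alone (smallest 0.196). With the sow as a block 19 had an unadjusted p under 0.05 and 19 passed over the list alone (smallest 0.00208). In the same sows the actin control's 5'/3' ratio with embryos was 0.679, 0.547 and 0.878 times that with oocytes. With the control ratio as a covariate, chosen after seeing the data, 14 of the 20 were lower, and WIF1, GJA1, CLDN10, CAV2, ARHGAP5 and ARPC1A were the exceptions. With the sow in that fit as well 17 of the 20 were lower, and MAPK9, CLDN10 and ARPC1A were the exceptions.
A wider list of 22 measured genes of Wnt signalling, 0 of them at a probe set of Dataset S1, had 4 higher and 18 lower (median -0.10, adjusted p = 0.302 from camera). LRP6, a Wnt co-receptor, was at -0.47 (signal 114 and 84.5), TCF7L2, a transcription factor, at -0.35 (27.7 and 22.2) and FZD6, a frizzled receptor, at 0.35 (259.5 and 334). Of 21 cell junction genes 10 were higher and 11 lower (median -0.01, adjusted p = 0.660), with TJP1 at -1.60 (dim, 15.8 and 7.63), GJB1 at -0.52, CTNND1 at -0.55 and CXADR at -0.14.

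**Figure D6:**
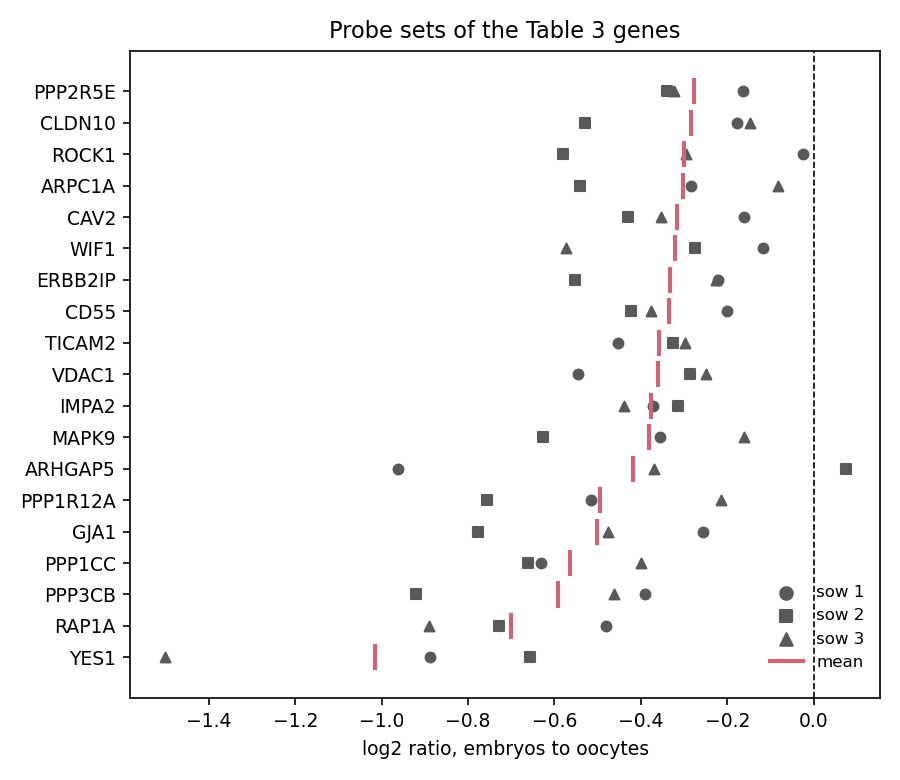
Log2 ratio of the normalized signal with embryos to that with oocytes (x axis) for 19 genes of Table 3 at their Dataset S1 probe sets. Symbols are the 3 sows and the bar is their mean, and only ARHGAP5 in sow 2 lies above 0.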

The largest subcategories were involved in signal transduction, cell communication and immune system. The pathways in which altered transcripts were involved with are presented in Table 3. 

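The genes of Carbohydrate Metabolism in Dataset S2 were lower with embryos in 4 of 4 cases, with a median log2 fold change of -0.46. They are MINPP1, an inositol polyphosphate phosphatase (signal 223 with oocytes and 151 with embryos, log2 fold change -0.58, standard error 0.15, unadjusted p = 0.00476 from limma), GLO1, the glyoxalase (193 and 147), ALDH7A1, an aldehyde dehydrogenase (122 and 88.2), and IMPA2, an inositol monophosphatase (189.8 and 147). In Amino Acid Metabolism 3 of 3 were lower, ALDH7A1, the leucine aminopeptidase LAP3 (208 and 166, standard error of the log2 fold change 0.41) and HADHB, an enzyme of fatty acid oxidation (317 and 248). In Transport and Catabolism 5 of 5 were lower, namely the clathrin heavy chain CLTC (279.9 and 164, log2 fold change -0.80, standard error 0.36), the endosomal VPS4B (481 and 366, unadjusted p = 0.00840 from limma), RABEP1 (312 and 243), EPS15 (273 and 236) and ARFGAP3 (288 and 242). In the Endocrine System 3 of 3 were lower, CDC16 (115 and 100.5), MAPK9 (122 and 95.4) and PPP1CC. Brighter unlisted probe sets of CLTC, HADHB, LAP3, ALDH7A1 and GLO1, looked at after the listed ones, lay at 0.01, 0.05, -0.03, 0.05 and -0.07. Each of these genes was lower in all 3 sows at its listed probe set, and each comes from the 210 probe sets that the study chose on these arrays, so the counts are not independent evidence.
With limma 0 passed over all probe sets, 2 of the 4 genes of Carbohydrate Metabolism and 1 of the 5 of Transport and Catabolism had an unadjusted p under 0.05, and adjusted over the list alone 1 of 4 (MINPP1) and 1 of 5 (VPS4B) passed. With the sow as a block 4 of 4, 5 of 5, 3 of 3 of Amino Acid Metabolism and 2 of 3 of the Endocrine System passed over the list alone. The GAPDH control's 5'/3' ratio with embryos was 0.686, 0.652 and 0.881 times that with oocytes in sows 1, 2 and 3, and with the control ratio as a covariate, chosen after seeing the data, LAP3 lay at 0.22 (0.04 with the sow in that fit as well). Peptidases and the Ubiquitin system are given in Dataset S2 by family names and were not analysed as such.
None of the wider lists on these processes passed. Of 48 genes of the ubiquitin and proteasome system, 0 of them at a probe set of Dataset S1, 22 were higher and 26 lower (median -0.01, adjusted p = 0.790 from camera), with COPS5 at -0.17, PSMA5 at 0.17, UBE2K at -0.22 and PSMD14 at -0.16. Of 48 genes of ER to Golgi traffic and protein translocation, 4 of them in Dataset S1, 16 were higher and 32 lower (median -0.05, adjusted p = 0.347), with COPB1, a coat protein, at -0.22 (791 and 681), GOLGA5 at -0.43 and CALR, a chaperone, at 0.40 (79.9 and 104). They passed, lower with embryos, with the mean of all probe sets of a gene (adjusted p = 0.0490) and without oocytes of sow 2 (0.0345), while over all settings the adjusted p ran from 0.0345 to 0.922. With camera at an estimated correlation no list passed in any of the settings (smallest adjusted p = 0.571), nor with fry (0.132). Of 48 genes of oxidative phosphorylation, 2 of them in Dataset S1, 18 were higher and 30 lower (median -0.05, adjusted p = 0.302), with ATP6V1A, a proton pump subunit, at -0.41 (164 and 126), ATP6V1B2 at -0.23, NDUFV2 at -0.14 and the ATP synthase subunit ATP5B at 0.18 (1734 and 1963). The GOLGA5 and ATP6V1A values are those of their Dataset S1 probe sets, which the study chose on these arrays.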

Other interesting subcategories with high numbers of transcripts involved were: Carbohydrate Metabolism, Amino Acid Metabolism, Peptidases, Endocrine System, Ubiquitin system and Transport and Catabolism. The results of all data pathways classification are available in Dataset S2.

**Figure 5:**
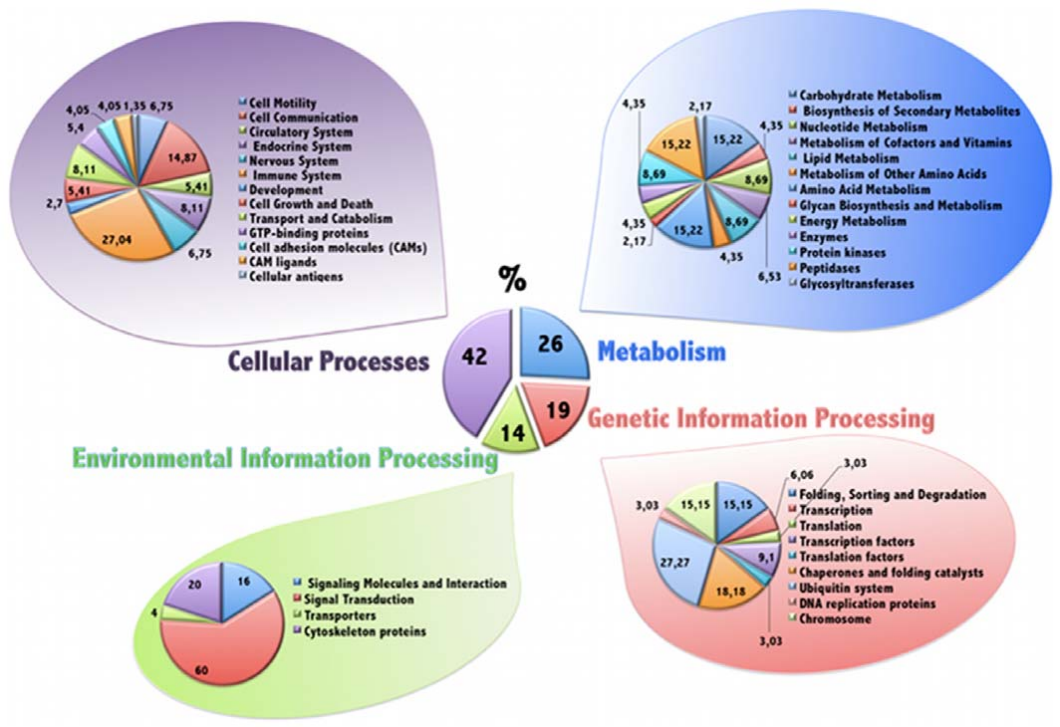
Transcripts differentially expressed in uterine horn in presence of embryos organized into functional categories. The proportions of the differentially expressed transcripts were organized into 4 major categories (first level) and different subcategories (39) (second level) on the basis KEGG PATHWAY database hierarchy The central pie chart represents the first level of organization and the lateral pies display the second level of organization: a total of 39 subcategories containing the 84 different pathways associated with the differentially expressed transcripts.

**Table 3:** Differentially expressed transcripts and pathways involved in Signal transduction, Cell communication and immune system.

KEGG* Category	KEGG Subcategory	KEGG Pathways	Transcripts
*Environmental Information Processing*	Signal Transduction	Calcium signaling pathway	VDAC1, PPP3CB
		VEGF signaling pathway	PPP3CB
		Wnt signaling pathway	MAPK9, WIF1, PPP3CB, PPP2R5E,
			ROCK1
		TGF-beta signaling pathway	ROCK1
		MAPK signaling pathway	PPP3CB, CASP3, RAP1A, MAPK9,
		ErbB signaling pathway	MAPK9,
		Phosphatidylinositol signaling system	IMPA2
*Cellular Processes*	Cell Communication	Gap junction	GJA1
		Tight junction	CLDN10, YES1
		Adherens junction	YES1
		Focal adhesion	ROCK1, CAV2, RAPIA, MAPK9,
			ARHGAP5, PPP1R12A, PPP1CC
	Immune System	Complement and coagulation cascades	CD55
		Hematopoietic cell lineage	CD55
		Toll-like receptor signaling pathway	TICAM2, MAPK9
		NOD- like receptor signaling pathway	ERBB2IP, MAPK9
		RIG-I-like receptor signaling pathway	MAPK9
		B cell receptor signaling pathway	PPP3CB
		T cell receptor signaling pathway	MAPK9, PPP3CB,
		Fc epsilon RI signaling pathway	MAPK9
		Fc gamma R-mediated phagocytosis	ARPC1A
		Natural killer cell mediated cytotoxicity	CASP3, PPP3CB
		Leukocyte transendothelial migration	ARHGAP5, CLDN10, RAP1A, ROCK1
		Chemokine signaling pathway	RAP1, ROCK1

* Differentially expressed transcripts organized into the more representative functions and the sub-pathways in which are involved according to KEGG (Kyoto Encyclopedia of Genes and Genomes) database.

### Spatio-temporal pattern of TICAM2 expression: The response of the oviduct and the uterine horn towards the embryo is dependent on the embryo developmental stage

TICAM2 was selected for a further detailed spatio-temporal expression analysis. Quantitative PCR analyses showed that embryo location influenced the transcriptome expression in the oviduct and the uterine horn (Figure 6). The analysis of TICAM2 expression from both the oviduct (Figure 6A) and the uterine horn (Figure 6B) samples revealed that the presence of the embryo in the oviduct up-regulated this gene when compared to oocytes. In contrast, when the embryo migrated from the oviduct to the uterine horn, TICAM2 expression was down-regulated in both the oviduct (Figure 6A) and the uterine horn samples (Figure 6B).

**Figure 6:**
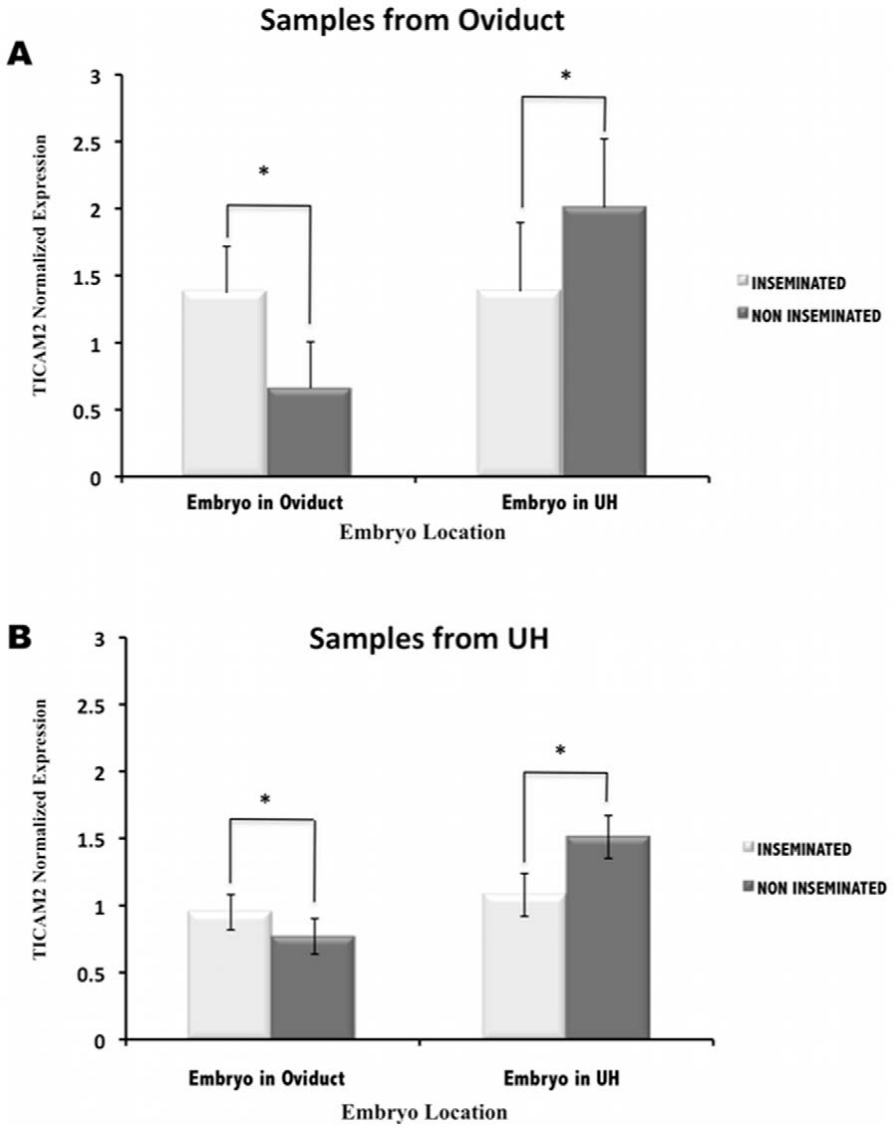
Spatial–course of TICAM2 expression in oviduct and uterine horn (UH) samples. TICAM2 expression values (normalized based on ß–actin expression values) in oviduct (**A**) and UH samples (**B**) in the presence of embryos at different stages of development (Inseminated) and in the presence of oocytes (Non inseminated). Embryo was located in oviduct at 2 cells and 4 cells embryo stage; Embryo was located in uterine horn at 4 cells, morula and blastocyst). *(P<0.05).

Additionally, our results revealed that the TICAM2 expression pattern was dependent on the embryo developmental stage (Figure 7). TICAM2 expression from both the oviduct and uterine horn samples was significantly different (P<0.05) between inseminated and non-inseminated samples when embryos were at the 4cells stage and the blastocyst stage. Oviductal samples showed a down-regulation of TICAM2 expression in the presence of the embryo at the blastocyst stage when compared to previous embryo stages of development where TICAM2 was up-regulated (Figure 7A). However, when TICAM2 expression was analysed in the uterine samples, TICAM2 expression shifted from up-regulated to down-regulated when the embryo migrated from the oviduct to the uterine horn at the 4cells stage. This down-regulation remained until the blastocyst stage (Figure 7B).

**Figure 7:**
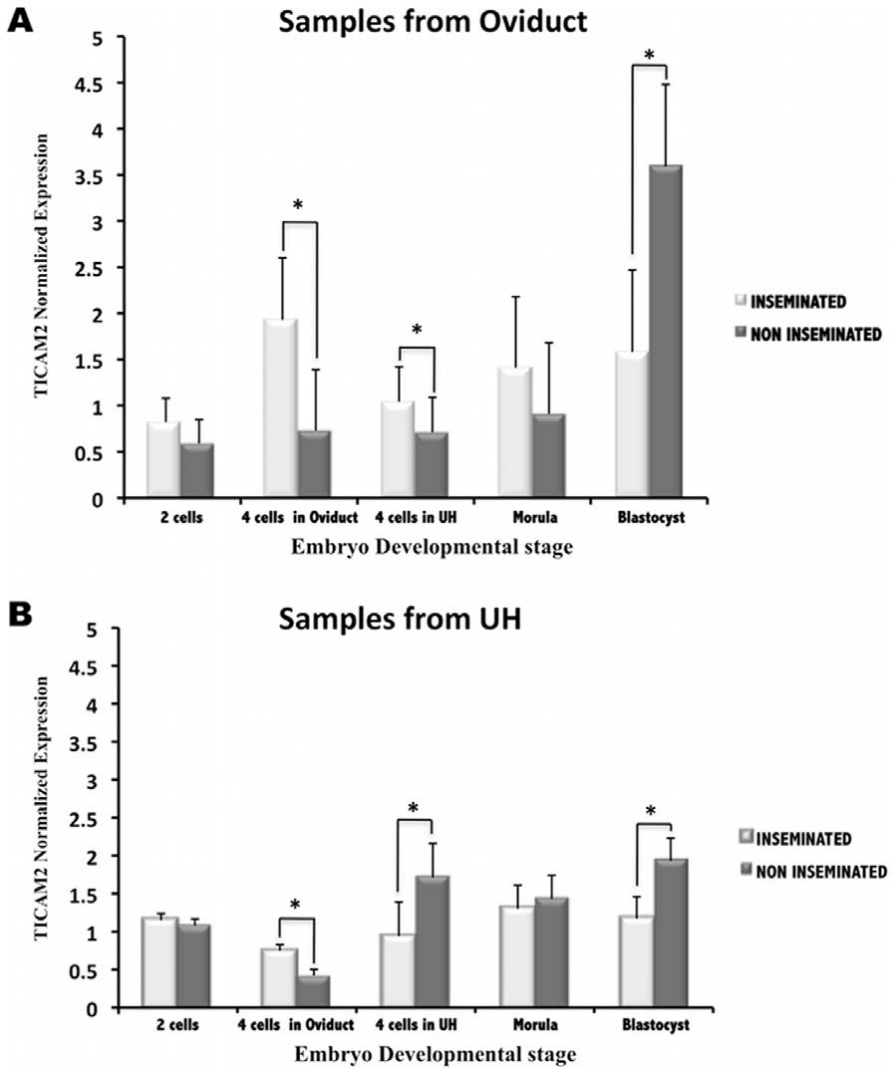
Time–course of TICAM2 expression in oviduct and uterine horn (UH) samples. TICAM2 expression values (normalized based on ß–actin expression values) in oviduct (**A**) and UH samples (**B**) in the presence of embryos at different stages of development (Inseminated) and in the presence of oocytes (Non inseminated). *(P<0.05).

### *In silico* modelling

The *in silico* model consisted of 76 molecular species, which are mainly individual proteins or protein complexes and a total of 203reactions that produced or consumed these species as defined by the reaction stoichiometry. The dynamic mass balance on each of these species (rate of accumulation = total rate of production – total rate of consumption) were, in mathematical terms, written as a set of ordinary differential equations (ODEs). These equations were integrated to show how the molecular species varied over time for different levels of stimulus or different expression levels of the intermediate signalling proteins. This was a standard approach but, in common with other signalling models, the lack of measured parameter values (rate constants and protein abundances) means that such a model generally made only qualitative rather than truly quantitative predictions [27], [28].

The sensitivities of the immune response to the TLR pathway signalling proteins are shown in table 2. Most proteins had a positive sensitivity - i.e. they had a positive effect on the immune response. A few proteins (e.g. for MAL) had negative sensitivities indicative of their inhibitory effect on the immune response. This implies that increasing the concentration of these proteins actually reduces the immune response.

IkB_NFkB heterodimer, the IKK complex and the single protein TAK1 had the highest sensitivity in the *in silico* model (table 2). 

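MAP3K7 (TAK1), a kinase upstream of NF-kB, had all its array ratios below 1, as did the Table 1 probe set of TICAM2 (TRAM), where Table 2 gives TAK1 ratios from 0.67 to 1.34. Its signal with embryos was 0.869, 0.578 and 0.797 times that with oocytes at its brighter probe set in sows 1, 2 and 3 and 0.705, 0.922 and 0.609 times at its dimmer one, with a geometric mean of 0.736. At the brighter probe set MAP3K7 had 159.9 with oocytes and 117 with embryos (log2 fold change -0.45, standard error 0.19, unadjusted p = 0.0494 and adjusted p = 1.00 from limma). With the control ratio as a covariate, chosen after seeing the data, this probe set lay at -0.42. It lay at -0.12 with the sow in that fit as well. LY96 (MD2), which binds LPS with TLR4, and NFKBIA (IkB-alpha), the inhibitor of NF-kB, had ratios above 1 in all 3 sows, from 1.01 to 1.10 and from 1.04 to 1.10, with geometric means of 1.06 and 1.07. TLR4 itself had a geometric mean ratio of 1.19 over 5 probe sets (range 0.263 to 3.29, 12 of 15 ratios above 1), and the co-receptor CD14 1.27 over 2 probe sets (range 0.306 to 6.07).
The other genes had ratios on both sides of 1. The geometric mean was 0.911 for MYD88 (range 0.125 to 6), 0.934 for IRAK1 (0.382 to 1.63) and 0.689 for TRAF6 (0.0714 to 3). It was 1.14 for IKBKG, a subunit of the IKK complex (0.794 to 1.73), 0.874 for NFKB1 (0.286 to 2.33) and 1.03 for the probe set annotated to TICAM2 (TRAM, 0.557 to 2.06). Several of these means hang on 1 sow. Without sow 1 the mean was 1.57 for MYD88, 1.07 for TRAF6 and 1.53 for NFKB1. Without sow 2 it was 0.945 for CD14, 0.577 for MYD88, 1.13 for IRAK1 and 0.730 for TRAM, and without sow 3 it was 2.02 for CD14, 0.353 for TRAF6 and 0.535 for NFKB1. The widest ranges came from dim probe sets, with signals of 0.8 to 3.5 for NFKB1, 0.3 to 16.4 for TRAF6, 0.5 to 40.8 for TLR4, 1.4 to 20.4 for CD14 and 0.2 to 64.6 for MYD88. With limma 0 of these genes passed the adjusted threshold, and at an unadjusted p under 0.05 only MAP3K7 did. In every sow the horn with embryos also had the lower control 5'/3' ratio. TICAM1 (TRIF), RIPK1, IRAK4, CHUK, IKBKB and RELA are not named on the array and were not analysed here. TNF, the output of the model, had 15.7 ± 1.58 (SD, n = 3 sows) with oocytes and 17.2 ± 6.69 with embryos.

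**Figure D7:**
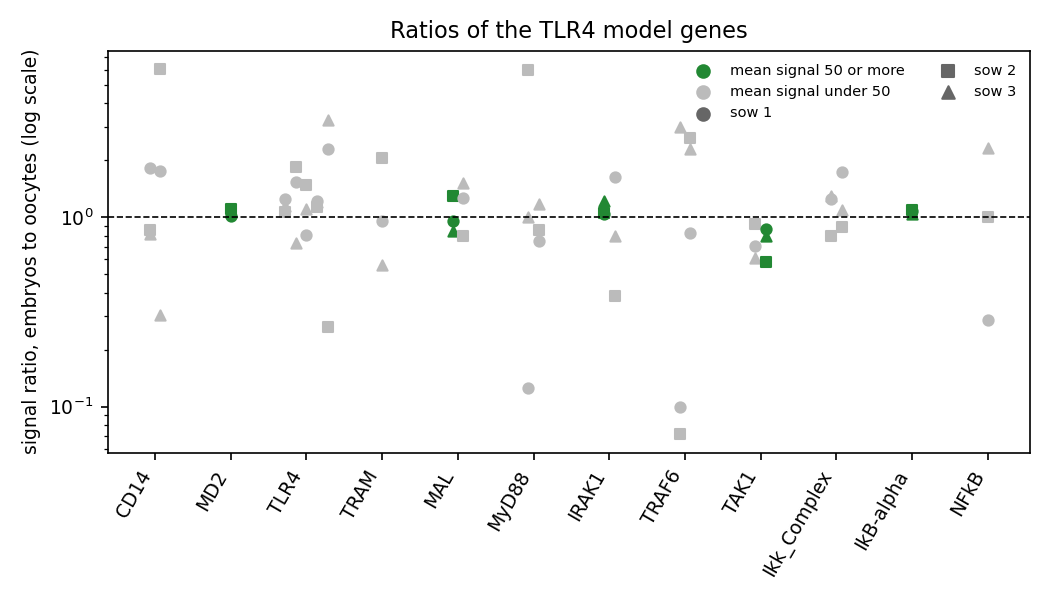
Ratio of the signal with embryos to that with oocytes (y axis, log scale) for each probe set of the model genes of Table 2, with MAL at the 2 probe sets of the methods. Each symbol is 1 probe set in 1 sow, green where the mean signal is 50 or more and grey below, and the green points lie between 0.578 and 1.30.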

Table 2 also shows the relative expression changes derived from the microarray data that were applied to the base concentrations (oocyte presence) in each of the 3 scenarios of altered signalling protein levels in the presence of embryos in the uterine horn (smallest, average and largest response).

The predicted TNF profiles for the different scenarios are shown in figure 8. The average response in the presence of the embryo had a peak approximately 15% higher than the base (oocyte presence) whereas the smallest response in the presence of the embryo had a peak that was only 13% of the base peak (oocyte presence). The largest response in the presence of the embryo had a peak that was 57% bigger than the base peak and much longer response duration (the peak interval was over 5 times that of the base case (oocyte presence).

**Figure 8:**
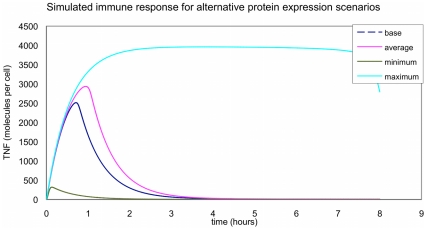
TNF profiles for the different scenarios. ****The figure shows the different response of the model in terms of produced TNF in the presence of oocytes (base) and embryos (maximum, average and minimum response).

## Discussion

The results of the present study support our hypothesis that the embryo elicits a local response in the uterine horn, modulating the maternal response in different biological functions and pathways. In this model uterine horns containing embryos and oocytes were exposed to the same hormonal milieu. Hence, alterations observed in the endometrial cell expression profiles can only be the result of the local embryo interaction with the endometrium.

Different model approaches have previously been used to study the molecular changes that occur in the endometrium in pregnant and not-pregnant samples. A monozygotic twin model has been used to address the differences in endometrial gene expression between pregnant and cycling animals on day 18 in cattle [16], [17]. This model offers the genetic uniformity of monozygotic twin pairs, reducing the effects of genetic variability, a factor that potentially affects the results of gene expression analyses [43]. However, in this model the endometrium from the pregnant animals is compared to cycling animals. Therefore, differences observed in the gene expression of the endometrium could be due to maternal hormones associated with pregnancy, the presence of embryos or both.

In an attempt to study the local changes produced in the oviductal transcriptome by the presence of the embryo, Lee and co-workers [10], used a similar model to the one we used in our investigation. In this model, 1-cell embryos and oocytes were collected from different mice and were transferred to opposite oviducts in the same pseudo-pregnant female mice. Although this model allowed exposing embryos and oocytes to the same milieu after the transfer, both embryos and oocytes were totally allogenic, whether to the pseudo-pregnant mice or to each other. This is different from what happens in a normal pregnancy, where the embryo is a semi-allogenic entity. In the current investigation we compared the endometrium transcriptome profile in response to embryos and oocytes from the same sow without any potential interference that may be brought to the experimental design through the use of oocyte and embryos from another individual. In addition, in the present study the uterine response to embryos and oocytes took place under the same hormonal conditions.

Our findings suggested that the presence of the embryo leads to critical changes in the uterine horn, which are required for the development of a receptive maternal environment. Microarray analysis showed that most of the transcripts differentially expressed in this study were down-regulated in the uterine horn in response to blastocysts when compared to that of oocytes. RDX and SLCO1A2 gene expression was further confirmed using qPCR. We selected RDX and SLCO1A2 to validate our results because they play important roles during pregnancy [37]–[40], [44]. However, no studies have examined the expression of these genes in the oviduct and uterus during the very early stages of pregnancy. RDX is a member of Ezrin/Radixin/Moesin (ERM) family, which are involved in the construction of the cellular architecture necessary for blastocyst activation and uterine receptivity, leading to successful implantation [37]. An *in vitro* study reported that moesin and ezrin expression must be decreased for increased endometrial receptivity [38]. In the present study, RDX expression was down-regulated by the presence of the embryo in the uterine horn, indicating that it might be involved in dynamic changes in the endometrium under the presence of embryo. 

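Of the ERM family, EZR (ezrin) had a signal of 813 ± 114 (SD, n = 3 sows) with oocytes and 796 ± 173 with embryos, a log2 fold change of -0.04 (standard error 0.18, unadjusted p = 0.817 from limma), lower in 2 of 3 sows. MSN (moesin) had 259.9 ± 39.4 and 277 ± 35.4 at its brighter probe set (0.09, standard error 0.17) and 22.2 ± 8.99 and 11.7 ± 10.6 at its dim one (-1.63, standard error 0.90, unadjusted p = 0.105 from limma and 0.0331 with the sow as a block, lower in 3 of 3 sows). The log2 ratios of the dim probe set were -0.58, -3.82 and -0.48 in sows 1, 2 and 3. Its signal was 1.3 with embryos in sow 2, so the mean rests largely on that array. RDX was lower at the probe set of Table 1 (unadjusted p = 7.30e-05 from limma with the sow as a block) and higher at its second probe set (0.000888 with the block). EZR lay at 0.19 with the log2 5'/3' ratio of the control transcripts as a covariate, chosen after seeing the data, and at -0.04 with the sow in that fit as well. In the same fits the dim MSN probe set lay at -0.49 and 0.95, and the brighter one at 0.29 and 0.28.
Of 43 measured genes of uterine secretions and receptivity 20 were higher and 23 lower with embryos (median -0.04, adjusted p = 0.924 from camera). ESR1, the oestrogen receptor, had 66.0 with oocytes and 43.5 with embryos (log2 fold change -0.58, standard error 0.23, unadjusted p = 0.0373 from limma), lower in all 3 sows. SPP1 (osteopontin), an adhesion protein of the uterine epithelium, had 65.2 and 162 (1.10, standard error 0.50, unadjusted p = 0.0576 from limma). MSX1, a homeobox factor, had 490.2 and 605 (0.29, standard error 0.13) and IGF2, a growth factor, 78.1 and 103 (0.36, standard error 0.22). SPP1, MSX1 and IGF2 were higher in all 3 sows, and none of these genes passed the adjusted threshold. With the control ratio and the sow in the fit, chosen after seeing the data, SPP1 lay at -1.06 and MSX1 at -0.01. IGF2 and ESR1 lay at 0.44 and -0.97 there.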

SLCO1A2 is a member of the solute carrier (SLC) group of membrane transport proteins. 

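SLCO1A2 had a 95% confidence interval of -1.26 to -0.20 for its log2 fold change at the probe set of Table 1, from limma over the 3 sows. Its dimmer probe sets also lay below 0, at -0.34 (standard error 0.34, unadjusted p = 0.344 from limma, lower in 2 of 3 sows) and -0.93 (standard error 0.52, unadjusted p = 0.107 from limma, lower in 3 of 3 sows). With the sow as a block the unadjusted p of the Table 1 probe set was 0.000163, and its p adjusted over all probe sets was 0.183. The 5'/3' ratio of the controls was lower in the same horns.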

The down-regulated expression of SLCO1A2 in the presence of blastocysts when compared to oocytes might indicate different needs for embryos and oocytes in the uterine horn. Different reports indicating different levels of expression of SLCO1A2 and other members of the SLC family throughout gestation in the placenta and the embryo may suggest that the oocyte and embryo at each developmental stage express a unique set of transporters depending on the nutrients required [39], [40], [44]. Further studies are needed to clarify the role of RDX and SLCO1A2 in the embryo-maternal interface.

When genes that were differentially expressed in our study in the presence of embryos in the uterine horn were grouped into general categories and pathways the largest changes in gene expression were related to signal transduction, cell communication and immune system, which is in agreement with previous reports [11], [16], [17]. Moreover, immune related genes were the most representative of the altered genes in the present study. It is logical to assume that the maternal immune system is one of the key regulators of pregnancy. Under normal circumstances, when the maternal tract is exposed to pathogens or a non-self entity, the immune system responds in an aggressive manner. However, during pregnancy the embryo, which is a semi non-self entity is accepted in the maternal tract, nourished and carried to term. Hence, disturbances of the immune system during early pregnancy leading to disruption of this tolerance may be responsible for early pregnancy failure [18].

Walker and co-workers [18] suggested that the up-regulation of immune related genes might protect the embryos against infection during pregnancy and induce immune tolerance to the embryo. In contrast, we found that all of the immune related genes identified in our study were down-regulated in the presence of embryos when compared to oocytes. 

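Wider lists of immune genes, taken at the brightest probe set of each gene, held members on both sides of 0. Apart from 1 probe set in the list of antigen presentation they hold none of Dataset S1, so they are other measurements than those of the study, whose 11 Immune System genes of Table 3 were all lower at their own probe sets. Of 42 measured genes of Toll-like receptor signalling 24 were higher and 18 lower with embryos (median log2 fold change 0.04, mean -0.03, adjusted p = 0.861 from camera, which gave the direction of the mean). CASP8 was at -0.91 (dim, signal 29.0 with oocytes and 15.5 with embryos) and the chemokine CCL5 at -0.46 (56.2 and 40.8), while MAP3K7 was lower and SPP1 higher. Complement and its regulators had 19 of 25 genes higher (median 0.18, adjusted p = 0.116), the smallest adjusted p of the 25 lists tested. C3, the central complement component, was at 0.53 (standard error 0.27, signal 109 and 152), C7 at 1.55 (dim, 12.4 and 23.6), CLU (clusterin) at 0.36 (161 and 209.6) and C2 at 2.27 (near the floor, 2.60 and 12.0). With the control ratio and the sow in the fit, chosen after seeing the data, C7 lay at -0.58 and CLU at -0.41. C3 lay at 0.43 and C2 at 0.73 there. Of 46 cytokines and chemokines 20 were higher and 26 lower (median -0.03, adjusted p = 0.861), with TGFB2 at -0.54 (218 and 149, unadjusted p = 0.0305 from limma), CCL8 at 0.48 and IFNG at -1.22 (dim, 7.97 and 4.27). With the control ratio and the sow in the fit TGFB2 lay at 0.11, CCL8 at 0.29 and IFNG at -3.09.
Of 24 interferon-stimulated genes 17 were higher and 7 lower (median 0.05, adjusted p = 0.861), with IFIT2 at 0.26 (279 and 333), DTX3L at 0.24, IRF1 at 0.13 and ISG20 at -0.62 (28.8 and 19.1). Of 27 genes of antigen presentation 17 were higher and 10 lower (median 0.03, adjusted p = 0.861), with the class I gene SLA-8 at 0.28 (294 and 358), CALR higher, IFI30 at -0.15 and CANX at -0.11. Genes of NOD-like and RIG-I-like receptor signalling were higher in 5 and lower in 7 of 12 cases (median -0.02, adjusted p = 0.924), with SUGT1 at 0.15, TANK at -0.16, TRADD at 0.07 and HSP90B1 at -0.06. Leukocyte markers were higher in 19 of 30 cases (median 0.17, adjusted p = 0.849), with ITGB2 at 0.45, AIF1 at 0.37, CD8B at 0.66 (dim) and CD2 at -0.87 (dim).
None of these lists passed. The complement genes passed, higher with embryos, with arrays scaled to the same median (adjusted p = 0.0461), with 32 added to each signal (0.0447), with the mean of all probe sets of a gene (0.0327), without oocytes of sow 1 (0.00199) and without embryos of sow 3 (0.0403), in a range from 0.00131 to 0.559 over all settings. These calls are at the preset correlation of 0.01, and at an estimated one no list passed in any of the settings (smallest adjusted p = 0.571), nor did any with fry (0.132). At the preset correlation interferon-stimulated genes passed without oocytes of sow 1 (0.0214, range 0.0214 to 0.861) and leukocyte markers without oocytes of sow 2 (0.0345, range 0.0345 to 0.957). Oocytes of sow 1 is the array with the highest 5'/3' ratio of the controls. From the lower expression of the immune related genes it lists, the paper proposes that the embryo acts as a modulator of the immune system in the maternal tract.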

Our results were in agreement with Reese and co-workers, who reported that a set of immune related genes were down-regulated in the presence of embryos at the site of implantation [45]. Reese and co-workers pointed out that this could be one of the mechanisms whereby the embryo escapes the maternal immune response. In view of our findings we can suggest that the embryo plays a role as a modulator of the immune system in the maternal tract. But how the exact modulation of the innate immune system is coordinated needs to be elucidated.

To test our hypothesis that the embryo may act as a modulator of immunity, we have used a mathematical modelling approach. The use of computational methods in biomedical research to understand complex biological signalling systems and capturing essential aspects of intracellular dynamics has increased in the recent years [46], [47]. Pregnancy is a complex immunological process, where numerous cell types and mediators act in concert in order to protect the embryo and support embryo development while maintaining maternal defence against pathogens. TLR are considered the first mechanism of defence of innate immunity against infection and also act as regulators of cytokine network involved in early stages of pregnancy [41]. Given that there is no model available for the maternal embryo interactions to date, we focused on TLR4 pathway, one of the most intensively studied inflammatory signalling pathways [48], [49]. TLRs are widely expressed at the maternal-fetal interface and their expression has been reported to vary during pregnancy [42]. Moreover, evidence from our lab have shown that stimulation of TLRs in the female reproductive tract at early stages of pregnancy may lead to implantation failure and fetal loss [50]. Here, we used a published model of TLR-4 signalling [28] to examine particular concerted changes of the transcriptional profile observed in response to the embryo when compared to oocytes. The model simulated the dynamics of TLR-4 signalling in response to LPS stimulation and this response was measured by the production of tumor necrosis factor (TNF). The model showed that a regulation of the maternal innate immune system is possible by a combination of relatively modest changes in expression of signalling proteins due to the presence of the embryo in the uterine horn compared to oocyte. The results observed in this model supported our hypothesis that the embryo plays a role as a modulator of the immune system in the maternal tract. However, further systematic research is needed combining computational modelling and global or targeted transciptomics and proteomics to fully understand the interactions between the maternal tract and the embryo.

Our microarray data together with the computational model results points to the existence of an embryo recognition system in the uterine horn that alerts the mother to the presence of the embryo much earlier than was originally reported. In porcine, it has been reported that the embryo maternal recognition signal becomes evident around day 12 of pregnancy, when the conceptus releases a surge of estrogen [51], [52]. However, our study took place when the embryo was at the blastocyst stage, at around day 6 of pregnancy, suggesting that a local response existed a long time before the estrogen from the conceptus starts signalling. This local response of the uterus towards the presence of the embryo at the blastocyst stage would result in the alteration of expression of different genes that are identified here.

In this regard, how can the maternal tract recognize the embryo(s) and alter its environment in response to them? This question becomes more complex taking into consideration the fact that that the embryo itself is a non-self entity and as such, should initiate an immune response to reject the embryo from the maternal tract. Recent findings indicate that endometrial differentiation before embryo attachment is carried out under dual control by the endocrine and immune system [53]. However, the mechanism by which the mother can recognize the embryo at the very earliest stages of pregnancy remains largely unknown. Fujiwara and co-workers proposed that the immune system could recognize the presence of the developing embryo before hatching [53]. Our results support this idea by the down-regulation of a set of immune-related genes expressed in the presence of embryo when compared to oocytes. One of the most obvious differences between oocytes and embryos are the changes in the zona pellucida (ZP) in the developing embryo. The ZP, which is a glycoprotein coat surrounding both the oocyte and the embryo, is subjected to degradation during embryo development, from fertilized eggs to hatched embryos [54], [55], remaining intact only in unfertilized eggs. In addition, it has been reported that there are changes in the surface structure of the ZP between mature oocytes and preimplantation embryos [56]. Changes in the ZP surface from a porous structure to a compact surface during *in vivo* embryo development have also been reported [57]. In contrast to an oocyte with an intact ZP, degenerated products from ZP glycoproteins might be released from embryos in the oviduct or the uterine horn; these degenerated products from the ZP would transfer information about the developing embryo to the maternal immune system. It is possible that soluble factors from the embryo were able to transverse the ZP inducing functional changes in the maternal tract [53]. Therefore, the ZP seems to play a key role for the modulation of signals exchanged between the maternal tract and embryos or oocytes [58].

The changes in the ZP during the earliest stages of embryo development gave rise to new questions. Does the response of the uterus differ when the embryo is at blastocyst stage compared to earlier stages of development? Moreover, could the oviduct recognize the presence of the embryo? To answer these questions we carried out a spatio-temporal study of a specific gene, TICAM2, in the oviduct and the uterine horn. 

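Among the 11 Immune System genes of Table 3, the array value of TICAM2, at the probe set annotated to TMED7, lay at the median of the group (log2 fold change -0.36). RAP1A, PPP3CB, ARHGAP5 and MAPK9 were among those with lower mean log2 fold changes, down to -0.70, and ROCK1, CLDN10, ARPC1A, ERBB2IP and CD55 had higher ones, up to -0.28. In Dataset S1 the paper's own difference for TICAM2, -0.35, is the largest of the 11, and with the sow as a block TICAM2 had the smallest unadjusted p of the 11 from limma (0.00218). With limma 0 of the 11 passed an adjusted p of 0.05 over all probe sets, 2 had an unadjusted p under 0.05 (PPP3CB among them) against 10 with the sow as a block, and 0 passed when adjusted over the list alone, against 10 with the block. The study chose the group on these arrays, so the counts are not independent evidence. The controls' 5'/3' ratio was lower with embryos in the same 3 sows.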

TICAM2 was selected for this study because this gene was one of the highly altered immune related genes observed in our microarray experiment. Moreover, TICAM2 is involved in TLRs signalling pathway. It is known that different TLRs and their adaptors molecules are involved in many pregnancy disorders. However little is known about the involvement of TICAM2 in the very early stages of pregnancy. The present study showed that the TICAM2 expression pattern was dependent on the embryo development stage and the embryo location. When the embryo was still in the oviduct at 2cells and 4cells stage, the TICAM2 expression in uterine horn (UH) samples was up-regulated. The migration of the embryo at the 4cells stage to the uterine horn showed a down-regulation of this gene in UH samples that remained until the blastocyts stage. In pigs, the onset of embryonic gene transcription takes place when the embryo is at the 4cells stage [59] and also at this stage the embryo moves from oviduct to the uterus. This embryonic stage is undoubtedly a delicate time point in the embryo development. The changes experienced by the embryo during this time may affect the maternal response to the embryo. Additionally, the changes observed in the uterine horn while the embryo was still in the oviduct imply that there is a local effect of the embryo on the oviduct that extended to the uterine horn. These changes may help to prepare the uterus for the acceptance of the embryo. Wakuda and colleagues [60] reported that functional changes in the endometrium could be induced in pregnant mice even when embryo migration to the uterus was inhibited by ligation of the utero-tubal transition sites [60]. In addition, Fujiwara and collegues [53] suggested that mothers might recognize embryos even when the embryo is still in the oviduct. Therefore, it seems that embryo-maternal communication may occur in the oviduct at very early stages of embryo development.

In conclusion, this study provides a holistic view of the local changes in the uterine horn in response to the embryo at the blastocyst stage. This response suggests that embryo maternal communication exists at the very earliest stages of pregnancy; a long time before that well-known embryonic signal of maternal recognition (interferon tau or estrogen) starts signalling. In this embryo maternal communication, the embryo might play a role as a modulator of the immune system in the maternal tract, inducing the down-regulation of immune related genes to allow the refractory uterus to tolerate the embryo and support its development. This work firmly demonstrates the local effect of the embryo in the uterus and also in the oviduct and provides new insights into molecular interactions between the mother and the embryo at the very early stages.

## Supporting Information

Dataset S1 **List of candidate transcripts differentially expressed in the uterine horn in the presence of the embryos at the blastocyst stage compared to the presence of oocytes.**
(XLS) Click here for additional data file.

Dataset S2 **Biological function and pathways of differentially expressed transcripts organised according to KEGG database.** **A**) Biological function of differentially expressed transcripts classified on the basis KEGG database hierarchy. The column A represents the first level of organization (central pie in Figure 5). The column B displays the second level of organization (lateral pies in Figure 5). The column C represents the transcripts differentially expressed in our study. **B**) Representation of pathways information of differentially expressed transcripts on the basis of KEGG database.
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

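Epithelial cells scraped from the uterine horns of 3 sows on day 6 were measured on 6 Affymetrix porcine arrays, 1 per horn, with 3 arrays from horns with embryos and 3 from horns with oocytes. The values are intensity signals per probe set that the authors made with Microarray Suite 5.1 (MAS5) and deposited on a linear scale, each array scaled so that the mean of its signals without the highest and lowest 2% was 100.02. The Lowess normalization of the methods is not in these values, and detection calls and the signals of single probes are not used here. Each array holds 24123 probe sets, of which 1 to 3 had a signal of 0. For arrays no sequencing depth can be given. The signals of 3 arrays per group were compared, and their number limits the precision.
Signals under 0.1 were set to 0.1, and the log2 values were normalized between arrays by cyclic loess. The 124 control probe sets were then removed and 23999 tested, without a filter on low signals. The fit used limma 3.58.1 in R 4.3.3, with a linear model of the group, moderated variances with a trend on the mean signal and Benjamini-Hochberg adjustment at 0.05. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15. Gene symbols come from the array's annotation and were checked against a current gene table through their gene identifiers for 9989 probe sets, which changed 0 symbols. One symbol is given for 10069 of the tested probe sets, several for 198 and none for 13732, which makes 6765 genes. Genes of Dataset S1, Dataset S2 and Table 3 were read at the probe sets of Dataset S1, including those without a symbol in the annotation.
The labels number the arrays 1 to 3 in each group, and the 6 MAL ratios that the methods give per sow equal the ratios of the arrays with the same number, so the number was taken as the sow. Each array also correlated best with the other array of its number (Spearman 0.962 to 0.966, against 0.954 to 0.958 for the best other array). The deviations of the paired arrays from their group means correlated at 0.207, 0.173 and 0.100. A fit with the sow as a block was run beside the fit without it.
A total of 27 gene lists on processes and cell types were written before the data were examined, as were the comparisons, the alternatives not said to be chosen later and the rule for naming genes. The brightest probe set stood for each gene. The 25 lists with at least 5 measured genes were tested with camera at a preset correlation of 0.01, and beside it with camera at an estimated correlation and with fry. With the estimated correlation none of them passed (adjusted p = 0.998 for each), and with fry none passed either (adjusted p = 0.988 for each). The genes named are those of Tables 1, 2 and 3 and of the paper's text, up to 4 members with the smallest p of each list described, and the 10 probe sets in each direction with the largest change among those that passed. As none passed, these were replaced, as the rule says, by the 10 with the smallest p among probe sets with 1 symbol, the same direction in all 3 sows and a mean signal above the median of all probe sets (876 higher and 1138 lower). Results on 1 gene and 1 gene list that this rule covers are not reported here. The values in the paper's tables had been seen when the rule was written. Random sets for comparison were drawn 10000 times, matched on signal in 50 bins.
The test was tried on simulated data with known changes. Without the block it recovered 0 of 67 probe sets changed by 0.5 on the log2 scale, 0 of 67 changed by 1 and 6 of 66 changed by 2, and with the block 0 of 67, 4 of 67 and 10 of 66, with 0 false calls. Among unchanged probe sets 1.34% had an unadjusted p under 0.05 without the block and 5.58% with it. A list of 40 genes lowered by 0.4 gave a p of 4.45e-31 with camera. No simulated p is given for camera at an estimated correlation or for fry, where the 210 probe sets of Dataset S1 gave 0.0701 and 0.116. The other real splits that part the horns of every sow had 585, 423 and 424 probe sets at an unadjusted p under 0.05. With the block they had 1451, 600 and 716. The simulated arrays gave 318 and 1327, so the simulated shares need not hold for the real arrays.
Alternatives were the values as deposited, quantile normalization, scaling to the same median, 32 added to each signal, only probe sets above the median signal, no variance trend, the sow as a block, the mean of all probe sets of a gene, and leaving out each array in turn. The comparison was repeated for all 10 splits of the arrays into 3 and 3. The qPCR and the outputs of the mathematical model were not analysed here.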

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

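The fit with the log2 5'/3' ratio of the controls as a covariate, which leaves out the sow, and the fit with the covariate and the sow were chosen after seeing the data, and the other settings were planned. With the covariate and the sow 1 probe set passed the adjusted threshold (adjusted p = 0.0124), in every other setting 0 did, and on simulated data changes of 1 on the log2 scale were not called at this size without the block. In the others the smallest adjusted p ran from 0.0810 with the block to 1.00. The 692 probe sets at an unadjusted p under 0.05 became 2088 with the block, 1253 with the covariate, 232 with only the brighter probe sets, where fewer were tested, and 1036 without embryos of sow 1. RDX, SLCO1A2 and TICAM2 stayed lower in all settings. Of the comparisons for single genes and lists 2581 were counted as unchanged, 127 reversed, 17 passed only in the alternative and 4 moved. For the counts and main values these were 128, 0, 0 and 16. These counts do not show that every mean ratio of a model gene stayed on 1 side of 1. That of MYD88 went from 0.911 to 1.57 without sow 1, and that of CD14 from 1.27 to 0.945 without sow 2. The block took the probe sets past the threshold over the list alone from 0 to 164 for Dataset S1 and from 0 to 19 for Table 3. The cause was not tested for any of these.
The share of Dataset S1 lower with embryos was 80% with the covariate, 88.1% with the covariate and the sow and 92.9% to 97.6% with 1 array left out. Of the 25 lists, 1 passed with the same median, 1 with 32 added, 2 with the mean of all probe sets, 6 with the covariate and 0 to 7 with 1 array left out (7 without oocytes of sow 1, 3 without oocytes of sow 2, 1 without embryos of sow 3), while at an estimated correlation 0 passed in every setting (smallest adjusted p = 0.571). With the covariate these included cell cycle (adjusted p = 0.00198, lower), and complement (0.00131), immediate early genes, smooth muscle (0.00232) and stroma (2.89e-08), these all higher. Without oocytes of sow 1 cell cycle (0.00959), immediate early genes (0.00199), smooth muscle (0.00428) and stroma (0.0264) passed in the same directions, while without oocytes of sow 2 stroma was lower (0.0345). Their adjusted p ran up to 0.899 for cell cycle, 0.978 for immediate early genes, 0.913 for smooth muscle and 0.945 for stroma.
With the covariate the log2 fold change turned sign for WIF1 (0.065), GJA1 (0.15), CLDN10 (0.61), CAV2 (0.24), ARHGAP5 (0.00828), ARPC1A (0.19), EZR (0.19), TNF (-0.093), the brighter ACTB probe set (0.045), the probe set annotated to TICAM2 (-0.16), other TMED7 probe sets (0.051 and 0.074), TRAM1 (0.010), unlisted CD55 probe sets (-0.40 and -0.12), HSP90B1 (0.019), TPPP3 (0.11), FOXA2 (0.075), IRF1 (-0.049), MYOCD (0.16), CALD1 (0.30), TAGLN (0.70), COL1A2 (0.19) and LAP3 (0.22). The test of a list also turned with it, with medians as given, for NOD-like and RIG-I-like receptors (0.042), endothelium (0.22), epithelium (-0.048), heat shock (-0.010), leukocytes (-0.11), prostaglandins (0.27), smooth muscle (0.32), stroma (0.33), ubiquitin (0.024) and uterine secretions (0.056). It turned with only the brighter probe sets for Toll-like receptors (0.070) and endothelium (0.089), and with the mean of all probe sets for endothelium (0.028), prostaglandins (0.096) and stroma (0.024). It turned with quantile normalization for prostaglandins (-0.041), with 32 added for prostaglandins (0.00480), with the block for prostaglandins (-0.038) and ribosomal proteins (0.012), with the values as deposited for ribosomal proteins (0.00312), with the same median for ribosomal proteins (0.00887) and with no trend for ribosomal proteins (0.012). With the covariate and the sow, log2 fold changes that turned sign included SPP1 (-1.06), MSX1 (-0.010), C7 (-0.58), CLU (-0.41) and TGFB2 (0.11). Others were TJP1 (0.45), the dim MSN probe set (0.95), FZD6 (-0.083), EPS15 (0.021), GATA6 (-1.26) and RPL30 (-3.31). WIF1, GJA1, CAV2, ARHGAP5 and EZR stayed lower with embryos in that fit.
With 1 array left out the log2 fold change ran from -0.74 to 0.071 for WIF1, -0.86 to 0.23 for CLDN10, -0.69 to 0.12 for CAV2, -0.67 to 0.066 for ARHGAP5, -0.55 to 0.054 for ARPC1A, -0.23 to 0.087 for EZR, -0.014 to 0.23 for MSN, -0.26 to 0.41 for TNF, -0.45 to 0.56 for the probe set annotated to TICAM2, -0.40 to 0.12 for other TMED7 probe sets, -0.073 to 0.019 for TRAM1, -0.49 to 0.16, -0.31 to 0.46 and -0.051 to 0.62 for unlisted CD55 probe sets, -0.23 to 0.089 and -0.48 to 0.26 for unlisted SEPT7 probe sets, -0.43 to 0.025 for TPPP3, -0.042 to 0.18 for ESRP1, -0.063 to 0.56 for IFIT2, -0.021 to 0.25 for IRF1, -1.63 to 0.057 for DPPA5, -0.031 to 0.56 for PTGES, -0.37 to 0.17 for MYOCD, -0.31 to 0.19 for CALD1, -0.70 to 0.51 for TAGLN, -0.18 to 0.22 for ACTG2, -1.24 to 0.043 for BGN and -0.84 to 0.091 for COL1A2. List medians ran from -0.058 to 0.035 for NOD-like and RIG-I-like receptors, -0.034 to 0.019 for Toll-like receptors, -0.060 to 0.11 for antigen presentation, -0.32 to 0.066 for cell cycle, -0.019 to 0.13 for ciliated cells, -0.12 to 0.13 for endothelium, -0.074 to 0.10 for epithelium, -0.071 to 0.00903 for heat shock, -0.069 to 0.24 for immediate early genes, -0.091 to 0.20 for interferon-stimulated genes, -0.043 to 0.36 for leukocytes, 0.057 to 0.27 for oocytes and blastocysts, -0.082 to 0.082 for prostaglandins, -0.00141 to 0.032 for ribosomal proteins, -0.31 to 0.38 for smooth muscle, -0.20 to 0.22 for stroma and -0.082 to 0.052 for uterine secretions.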

Differences from the paper's values

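The alternatives named here were set before the data were examined, except the reading of TRAM as TRAM1 and of IkB-alpha as NFKBIB and the covariate on the control ratios. The paper's count of altered probe sets is 210, of which 208 lower and 2 higher, at a threshold it gives with a Bonferroni correction in its methods. The count with limma was 0, with 0 lower and 0 higher, and none of the alternatives, a Bonferroni correction included, reached the paper's counts. The paper's test was fitted to single probes and the one here to probe sets.
For the model genes of Table 2 some ratios were not those of the paper. The paper's lowest ratio of MAL is 0.74, and it was 0.796 among the 6 ratios that the methods list. It was 0.829 after cyclic loess, 0.796 without sow 1 or sow 3 and 0.848 without sow 2. The paper's highest ratio of TRAM is 1.05, and it was 2.06 at the probe set annotated to TICAM2. Without sow 2 it was 0.956. It was 2.15 after cyclic loess and 2.06 without sow 1, without sow 3 and with the brightest probe set alone. The paper's lowest and highest ratios of MyD88 are 1.02 and 1.11, and they were 0.125 and 6. They lay nearer to the paper's with the brightest probe set alone (0.754 and 1.17), as did the lowest without sow 1 (0.861) and the highest without sow 2 (1.17). After cyclic loess they were 0.117 and 6.64, and without sow 3 they were 0.125 and 6. The lowest stayed at 0.125 without sow 2 and the highest at 6 without sow 1. The paper's lowest ratio of IRAK1 is 0.08, and it was 0.382, and from 0.382 to 1.04 in the alternatives. The paper's lowest ratio of TRAF6 is 0.83 and its mean 1.71, and they were 0.0714 and 0.689. With the brightest probe set alone they were 0.829 and 1.71. After cyclic loess and with any sow left out the lowest ran from 0.0714 to 0.1 and the mean from 0.353 to 1.07. The paper's highest ratio of IkB-alpha is 1.79, and it was 1.10 for NFKBIA, and from 1.09 to 1.10 in the alternatives. The paper's lowest, highest and mean ratios of NFkB are 0.13, 5.50 and 1.48, and they were 0.286, 2.33 and 0.874 for NFKB1. Without sow 1 the mean was 1.53, and in the other alternatives it ran from 0.535 to 0.874. Over all alternatives the lowest ran from 0.271 to 1 and the highest from 1 to 2.33. The paper's highest ratio of TAK1 is 1.34 and its mean 0.96, and they were 0.922 and 0.736, with all ratios below 1 where the paper's lie on both sides of it. The highest was 0.869 without sow 2 and with the brightest probe set alone, and 0.950 after cyclic loess.
Chosen after seeing the values, the probe sets of TRAM1, a protein of the endoplasmic reticulum, had a lowest ratio of 0.522, a highest of 1.05 and a geometric mean of 0.781, and those of NFKBIB a lowest of 0.758 and a highest of 1.79. These fall within rounding of the paper's values for TRAM and of its lowest and highest values for IkB-alpha, and each replaces the probe set of the gene that Table 2 names.
In Dataset S1 the paper lists the probe set of MLSTD2 (FAR1) as lower with embryos, and it lay at 0.02 (standard error 0.25), lower in 2 of 3 sows. It was singled out after its value was seen. Of the 208 probe sets listed as lower the others, 207, were lower here, and both probe sets listed as higher were higher. The paper reports all 3 transcripts of Table 1 as altered. Over all probe sets none of RDX, SLCO1A2 and TICAM2 passed with limma, and adjusted over the list alone RDX (0.0194) and SLCO1A2 (0.0194) passed and TICAM2 (0.162) did so with the sow as a block (0.00218) and without oocytes of sow 2 (0.0420).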

Other observations

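The tests for a lower share of a cell type and the fit of the control ratio together with the sow were chosen only after the result was seen, and the other tests of explanations and splits were set before theirs, though after the control ratios of the arrays and the values of Dataset S1 had been seen. Markers of cell types and other processes, in lists not described above, did not pass with camera. Epithelium markers, of the cells the study scraped, were higher in 8 and lower in 7 of 15 cases (median 0.00, adjusted p = 0.924), with ST14 at 0.45, FOXA2 at -0.30 (375 and 311), ESRP1 at 0.09 (516 and 553) and SPINT2 at -0.06 (1021 and 977). Ciliated cell markers had 4 of 6 higher (median 0.10, adjusted p = 0.861), with CAPS at 0.43, SPA17 at -0.21, TEKT1 at 0.20 and TPPP3 at -0.16. Stroma and extracellular matrix markers had 11 of 20 higher (median 0.02, mean -0.10, adjusted p = 0.861, with a test that gave lower), with COL5A2 at -0.53, BGN at -0.73, COL5A1 at 0.19 (234 and 266) and COL1A2 at -0.46 (145 and 93.3). Endothelium markers had 7 of 12 higher (median 0.04, mean -0.10, adjusted p = 0.924, with a test that gave lower), with FLT1 at -2.04 (dim), ESAM at -0.36, EGFL7 at 0.17 and VWF at 0.17. Smooth muscle markers had 7 of 10 lower (median -0.09, adjusted p = 0.861), with MYOCD at -0.17, CALD1 at -0.11 (351 and 321), TAGLN at -0.22 and ACTG2 at 0.08. Erythrocyte and plasma cell markers had 4 measured genes each and were not tested, with HBB at -0.15 (278 and 252), ALAS2 at 0.30 (standard error 0.84), JCHAIN at 0.18 (standard error 0.68) and XBP1 at -0.07 (1643 and 1573).
Heat shock proteins and chaperones had 23 of 31 lower (median -0.03, adjusted p = 0.411), with CCT6A at -0.32 (662 and 531, unadjusted p = 0.0311 from limma), STIP1 at -0.18, DNAJB1 at -0.34 (176 and 140.2) and HSPD1 at 0.20 (1174 and 1343). In this list 2 genes stand at a probe set of Dataset S1, which the study chose on these arrays, and CCT6A is among them. Immediate early genes had 13 of 23 higher (median 0.02, adjusted p = 0.660), with HES1 at 0.44, ATF3 at 0.43 (59.7 and 75.0), GADD45B at 0.23 and SOCS3 at 1.08 (near the floor). Cell cycle genes had 13 of 23 lower (median -0.03, adjusted p = 0.469), with TOP2A at -0.51 (58.6 and 41.0), CCNB1 at -0.31 (123 and 102), and KIF20A (-1.37) and PLK1 (-1.30) dim. Genes of prostaglandin synthesis and signalling had 8 of 13 lower (median -0.04, adjusted p = 0.996), with PTGES at 0.24 (462 and 554), PTGFR at -0.15, PPARD at 0.35 and CBR1 at 0.55 (dim). Ribosomal proteins had 37 of 61 higher (median 0.01, adjusted p = 0.996), with RPL11 at -0.14 (6074 and 5454), RPLP1 at 0.14, EEF1G at -0.14 and RPL30 at 1.37 (dim, 8.33 and 14.5). Oocyte and blastocyst markers, a sign of embryos or oocytes left in the cells, had 7 of 11 higher (median 0.22, mean 0.01, adjusted p = 0.861), with ZP4 at -1.22 (11.1 and 5.50), GATA6 at 0.65 (9.73 and 14.7), GDF9 at 0.22 and DPPA5 at -0.67 (near the floor).
The lower signal of the Dataset S1 probe sets with embryos was weighed against 3 technical explanations. The first is RNA integrity, or incomplete copying of the RNA, since the controls' 5'/3' ratio was lower with embryos in every sow. The paper reports that RNA with degraded ribosomal RNA was not used, and gives integrity numbers as a range, not per array. Whether RNA integrity differed between the horns was therefore judged here only by the 5'/3' ratio. With that ratio as a covariate the group difference of the per-array median of the 210 probe sets went from -0.39 (standard error 0.23) to -0.15 (standard error 0.09), between the bounds of -0.1 and -0.2 set for this test, and within groups the probe sets of Dataset S1 had a median slope of 0.50 on the ratio, against -0.02 for other bright probe sets. This fit leaves out the sow, and its slope and standard errors rest on the spread between sows. Within sows 1, 2 and 3 the median differed by -0.35, -0.42 and -0.42 while the log2 ratio differed by -0.55, -0.74 and -0.19, and with the sow in the fit the difference was -0.40 (standard error 0.08) beside the ratio, which speaks against RNA integrity, but with 1 residual degree of freedom and on probe sets chosen on these arrays it does not settle it. A lower share of a cell type would need markers that fall as far as the list's median of -0.40, and none of 6 marker lists had a median that low. The medians less 2 standard errors ran from -0.25 to -0.05 for ciliated, epithelial, immune, smooth muscle and stromal cells, which argues against a lower share of these, while endothelium, whose markers spread widely around a median of 0.04, stays open with -0.44. Selection of extreme probe sets is a candidate explanation too, as the unlisted probe sets of the same genes had a median of -0.043, below the middle 95% of random sets but above the bound of -0.1 set for the test. RNA integrity, a lower share of endothelium, selection and an effect of the embryos cannot be told apart with 3 sows. In the paper's design the oviduct on the side with embryos received spermatozoa, and the other received diluent only. These arrays therefore cannot separate an effect of the embryos from one of the insemination. The sample labels also number all arrays with oocytes before all arrays with embryos, so an effect of processing order, if they follow it, could not be separated either.
Other splits of the 6 arrays into 3 and 3 number 10 with the real one, too few for a share under 0.05. No probe set passed in the real split or in any other (highest other 0), and of the gene lists 0 passed in the real split and 9 in the highest other, for oocytes of sow 1 and embryos of sows 1 and 2 against the rest. Some splits had several times the 692 probe sets of the real one at an unadjusted p under 0.05, which points to a structure of the samples other than the groups, and these splits keep sows together. The 6 splits that put both horns of a sow on one side had 1052 to 3033, and the 4 that part the horns of every sow had 423 to 692, the real one highest. Among the 4 splits that part the horns of every sow, the real one had 2088 probe sets at an unadjusted p under 0.05 with the sow as a block and the highest other 1451, and 4 splits are again too few for a share under 0.05.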
